# Honokiol Prevents Non-Alcoholic Steatohepatitis-Induced Liver Cancer via EGFR Degradation through the Glucocorticoid Receptor—MIG6 Axis

**DOI:** 10.3390/cancers13071515

**Published:** 2021-03-25

**Authors:** Keiichiro Okuda, Atsushi Umemura, Shiori Umemura, Seita Kataoka, Hiroyoshi Taketani, Yuya Seko, Taichiro Nishikawa, Kanji Yamaguchi, Michihisa Moriguchi, Yoshihiro Kanbara, Jack L. Arbiser, Toshihide Shima, Takeshi Okanoue, Michael Karin, Yoshito Itoh

**Keywords:** liver cancer, glucocorticoid receptor, MIG-6/ERRFI1, epidermal growth factor receptor (EGFR), honokiol

## Abstract

**Simple Summary:**

Non-alcoholic fatty liver disease (NAFLD) is a major health problem globally linked with the growing prevalence of metabolic syndrome. A subset of patients with NAFLD progress to non-alcoholic steatohepatitis (NASH), which increases the risk of hepatocellular carcinoma (HCC). However, the mechanisms responsible for the progression to HCC are unclear, and no preventative modalities have been developed. To address this issue, the present study used the natural compound honokiol to clarify the mechanism of this process. The results illustrated that epidermal growth factor receptor (EGFR) was upregulated in mice with NASH, and treatment with honokiol inhibited EGFR and the progression to HCC. Further analysis illustrated that honokiol increased glucocorticoid receptor (GR) nuclear translocation and mitogen-inducible gene 6 (MIG6)/ERBB receptor feedback inhibitor 1 (ERRFI1) expression, thereby promoting EGFR degradation. These findings were confirmed in tissues from patients with NASH and HCC.

**Abstract:**

Non-alcoholic steatohepatitis (NASH) has become a serious public health problem associated with metabolic syndrome. The mechanisms by which NASH induces hepatocellular carcinoma (HCC) remain unknown. There are no approved drugs for treating NASH or preventing NASH-induced HCC. We used a genetic mouse model in which HCC was induced via high-fat diet feeding. This mouse model strongly resembles human NASH-induced HCC. The natural product honokiol (HNK) was tested for its preventative effects against NASH progression to HCC. Then, to clarify the mechanisms underlying HCC development, human HCC cells were treated with HNK. Human clinical specimens were also analyzed to explore this study’s clinical relevance. We found that epidermal growth factor receptor (EGFR) signaling was hyperactivated in the livers of mice with NASH and human HCC specimens. Inhibition of EGFR signaling by HNK drastically attenuated HCC development in the mouse model. Mechanistically, HNK accelerated the nuclear translocation of glucocorticoid receptor (GR) and promoted mitogen-inducible gene 6 (MIG6)/ERBB receptor feedback inhibitor 1 (ERRFI1) expression, leading to EGFR degradation and thereby resulting in robust tumor suppression. In human samples, EGFR-positive HCC tissues and their corresponding non-tumor tissues exhibited decreased *ERRFI1* mRNA expression. Additionally, GR-positive non-tumor liver tissues displayed lower EGFR expression. Livers from patients with advanced NASH exhibited decreased *ERRFI1* expression. EGFR degradation or inactivation represents a novel approach for NASH–HCC treatment and prevention, and the GR–MIG6 axis is a newly defined target that can be activated by HNK and related compounds.

## 1. Introduction

Non-alcoholic fatty liver disease (NAFLD) is a serious public health problem associated with the global increase in the incidence of metabolic syndrome, which comprises type 2 diabetes, dyslipidemia, and hypertension. NAFLD is extremely common with a global prevalence of 25.2% [1]. A subgroup of patients with NAFLD progress to non-alcoholic steatohepatitis (NASH), which is a more severe disease associated with liver damage, inflammation, and fibrosis [1]. In addition, NASH greatly increases the risk of HCC. It is reported that the annual incidence rate for HCC in patients with cirrhotic NASH was 2.6% in the United States [2], and the 5-year HCC rate in such patients was 11.3% in Japan [3].

Despite being an important cause of liver cancer, the precise mechanisms by which NASH progresses to HCC remain unknown. Because the pathophysiology of NASH is heterogeneous and complex, it has been difficult to develop widely applicable NASH–HCC drugs, especially for disease prevention. Correspondingly, the only strategy for preventing the progression of early NAFLD to NASH is lifestyle modification, including dieting and exercise. Because almost all HCCs arise from chronic and common liver diseases, including NASH, the effective prevention of this common cancer should rely on the application of safe and low-cost drugs, including naturally occurring compounds.

Epidermal growth factor receptor (EGFR) is a member of the ErbB subfamily of receptor type tyrosine kinases. In response to binding EGF and other ligands, EGFR stimulates cell proliferation via the RAS/RAF/ERK module, mechanistic (or mammalian) target of rapamycin (mTOR) (predominantly mTOR complex 1 (mTORC1)), and other effectors [4]. EGFR gene-activating mutations have been detected in a variety of cancers, including lung, colorectal, head and neck, and pancreatic cancers [4]. However, mutational activation of EGFR signaling is relatively uncommon in HCC [5,6], and correspondingly, EGFR inhibitors has not been effective against HCC [7].

EGFR, together with MET, is a major regulator of liver regeneration and hepatocyte proliferation [8,9]. It was recently reported that pharmacologic inhibition of EGFR suppresses NAFLD [10,11], and MET is not involved in NAFLD development. EGFR is a uniquely important tyrosine kinase that could be a strong potential target for NASH prevention.

Nonetheless, the mechanism by which EGFR influences NAFLD/NASH-induced HCC progression remains unclear. Because liver cancer arises from chronic liver damage, EGFR signaling may be needed for the maintenance of liver function. Therefore, strong and direct EGFR inhibition may exacerbate liver damage, and this approach should be attempted cautiously.

In the present study, we searched for novel modalities to prevent NAFLD/NASH-driven HCC via EGFR suppression using naturally occurring compounds. We found that honokiol (HNK) can prevent HCC development in a NAFLD mouse model induced by diethylnitrosamine (DEN) treatment and high-fat diet (HFD) feeding and in a major urinary protein (MUP)-urokinase type plasminogen activator (uPA) transgenic NASH mouse model [12,13].

HNK has been reported to have anti-tumor properties, but its effects on NAFLD/NASH-driven HCC have not been thoroughly examined. We demonstrated that HNK exerts preventative effects on HCC development in NAFLD/NASH mouse models by suppressing EGFR through a degradation mechanism.

## 2. Results

### 2.1. HNK Treatment Attenuates HCC Development in MUP-uPA Mice

To prevent hepatocarcinogenesis in a chronically injured liver, non-toxic naturally occurring compounds or herbal drugs are likely to be more suitable than cytotoxic anticancer drugs that further reduce liver function. To this end, we focused on HNK a bioactive compound extracted from the tree *Magnolia grandiflora* that has been widely used as a constituent of herbal drugs with anti-tumor properties [14]. It was also reported that HNK exhibited suppressive effects in an HCC metastasis model and in a xenograft model using HepG2 cells [15].

We examined the ability of HNK to inhibit the progression from NASH-to-HCC in the MUP-uPA model. In response to HFD feeding from 6 to 40 weeks of age, MUP-uPA mice first develop NASH and then robustly (85–90% penetrance) progress to HCC. In the present study, we intraperitoneally injected HNK or vehicle into MUP-uPA mice fed an HFD three times per week from 32 to 40 weeks of age, the last 2 months of HCC development (Figure 1A). As expected, mice in both groups developed typical HCCs, including the steatohepatitic type at 40 weeks (Figure 1B). Notably, HNK treatment significantly reduced both the tumor maximal size and multiplicity (Figure 1C). HNK injection into the mice from 32 to 40 weeks of age did not cause body weight reduction or liver weight loss (Figure S1A). Notably, HNK attenuated liver injury, suggesting that the treatment could suppress NASH development (Figure S1A).

To explore whether HNK inhibits NASH development in MUP-uPA mice, we injected HNK or vehicle into HFD-fed MUP-uPA mice three times per week from 12 to 20 weeks of age, the last 2 months of NASH development (Figure 1A). As expected, HCC did not develop in the MUP-uPA mice at 20 weeks of age regardless of the treatment. HNK treatment significantly attenuated steatosis and fibrosis of the liver (Figure 1D). HNK treatment decreased body weight gain and attenuated liver injury (Figure S1B).

These results suggest that HNK exerts anti-HCC effects in the NASH mouse model and attenuates NASH development [12].

### 2.2. EGFR Signaling Is Upregulated in the HFD-fed MUP-uPA Mouse Liver

The mechanism by which HNK attenuates hepatocarcinogenesis in MUP-uPA mice was investigated. Although HNK treatment at the early stage suppressed the development of NASH in MUP-uPA mice, HNK treatment for the last 8 weeks of HCC development clarified its anti-tumor effects independently, at least in part of NASH improvement.

According to previous findings, the MUP-uPA mice model is based on the spontaneous development of tumors after long-lasting liver injuries [13,16]. This observation indicates that long-term chronic liver damage in this mouse model activates mechanisms of mutagenesis similar to those observed in patients with chronic liver disease. HCC in HFD-fed MUP-uPA mice carries numerous non-recurrent mutations, suggesting that pre-cancerous hepatocytes may acquire oncogenic properties before HCC arises.

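Non-tumor liver RNA from 3 groups of 3 mice was compared on Clariom S arrays, which measure the RNA of each gene by the brightness of a set of short probes. All mice were fed the high-fat diet from 6 weeks of age and sampled at 40 weeks. The groups were wild-type mice (WT), MUP-uPA mice (MUP), and MUP-uPA mice injected with HNK at 10 mg/kg 3 times per week from week 32 to week 40 (HNK). MUP-uPA mice carry a transgene for urokinase-type plasminogen activator, the product of the gene Plau. The labels give control treatment for WT and MUP, and the legend of Fig. 3A states vehicle control for the WT and MUP mice of its qPCR. The deposited values are normalized intensities on a linear scale. The submitters' processing notes name robust multi-array averaging (RMA) and Affymetrix Expression Console, and the paper names the MicroArray Data Analysis Tool of Filgen. The log2 of each value was taken here before any test, and the authors' normalization was kept. The median log2 intensity of the 9 arrays lay between 5.52 and 5.62, and that of 5222 negative control rows between 4.91 and 5.10, so that differences of dim genes are compressed towards 0. After 6640 control rows were left out, 22206 probe sets were tested, of which 19572 carry 1 gene symbol in the platform's annotation, 38 were named through Table S1 and 2596 remain unnamed here. A single limma model of all 9 arrays gave the log2 fold changes, standard errors and p-values, adjusted by the Benjamini-Hochberg method, and the small number of arrays limits their precision. The log2 intensity of Plau was 5.52, 5.49 and 5.87 in WT 1 to WT 3 and 4.96, 5.29 and 3.67 in MUP 1 to MUP 3, a difference that did not pass the test (adjusted p = 0.23 from limma). The values of MUP 1 and MUP 3 lie below the negative controls, and with these 2 set to the controls' level the mean of WT was higher by 0.48. Whether this probe set reads the transgene is not given in the sources used here, so its level does not check the group labels. The paper's qPCR in Fig. 3A runs the same way as the arrays for Egfr and Fkbp5 in MUP against WT. The arrays MUP 2 and HNK 3 stood apart in skeletal muscle genes. The 22 genes of a skeletal muscle list, written after the values per array had been seen, had a median log2 intensity of 12.36 in MUP 2 and 12.15 in HNK 3, against 4.14 to 4.68 on each of the other 7 arrays, and none of them was called between MUP and WT by limma.

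**Figure D1:**
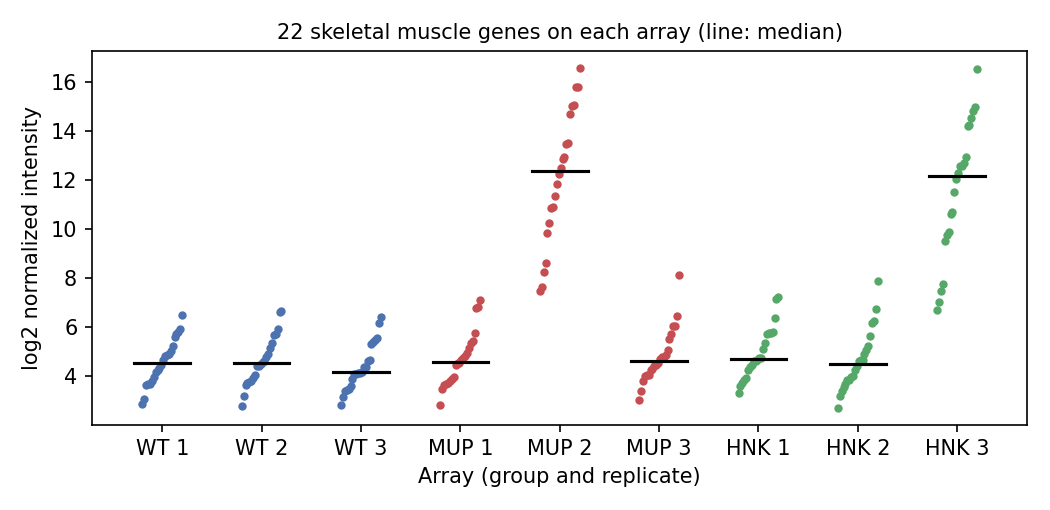
Log2 normalized intensity (vertical axis) of 22 skeletal muscle genes on each of the 9 arrays (horizontal axis, group and replicate). Each point is a gene and each line the median of the array, which is 12.36 in MUP 2, 12.15 in HNK 3 and at most 4.68 on the other 7 arrays.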

To examine the effects of HNK on oncogenic signaling in the background liver, we conducted RNA array analysis of non-tumor liver tissues extracted from 40-week-old mice harboring HCC. Among >20,000 well-annotated genes, 288 genes were upregulated by ≥2.0 in non-tumor liver tissue from HFD-fed MUP-uPA mice (MUP) compared with the findings in HFD-fed wild-type (WT) mice (Figure 2A and Table S1). 

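Output genes of the circadian clock, genes with male-biased expression in mouse liver and acute-phase genes were higher in MUP than in WT as lists at the preset correlation of camera, a limma test that compares a list with all other genes. These 3 list calls were lost with an estimated correlation (adjusted p = 0.16, 0.16 and 0.25 in that order), and 7 of 11, 9 of 16 and 8 of 24 members rose. Of 11 measured clock output genes, 7 rose, none fell and 4 did not pass the test, with 9 higher when adjusted over the list alone. Dbp, a clock-controlled transcription factor, had a log2 fold change of 4.37 (SE 0.70, adjusted p = 0.0062 from limma, n = 3 per group). Ciart, a repressor of the clock, was at least 11.6-fold higher (adjusted p = 0.0034). On 2 of the 3 WT arrays it lay at or below the median of the negative controls, which was taken as its level there. The period genes Per3 and Per2 had 2.77 and 1.58. Of 5 clock genes of the opposite phase, Arntl, which encodes the clock activator BMAL1, and Npas2 fell, and the other 3 did not pass the test. Their log2 fold changes were -2.65 (SE 0.42) and -1.28 (SE 0.24). Of 16 male-biased genes, 9 rose, none fell and 7 did not pass the test, with 12 higher when adjusted over the list alone. Slco1a1, an organic anion transporter, had a log2 fold change of 5.85 (SE 0.86, adjusted p = 0.0042 from limma). The cytochrome P450 gene Cyp4a12b had 3.95 (SE 0.30), and the list also holds Egfr. Of 24 acute-phase genes, 8 rose, 1 fell and 15 did not pass the test, with 10 higher and 2 lower when adjusted over the list alone. The serum amyloid A genes Saa2 and Saa1 had log2 fold changes of 3.17 and 2.54, and Orm2, which encodes an orosomucoid, had 3.08. Crp, which encodes C-reactive protein, fell, with -1.72. Other genes with large increases were the uridine phosphorylase gene Upp2 (log2 fold change 4.70), Saa3 (4.53), Obp2a (4.51, with 1 WT array at or below the negative controls) and Cdh1, which encodes E-cadherin (4.04). The sulfotransferase gene Sult2a7 and the trefoil factor gene Tff3 lay below the negative controls on all 3 WT arrays. Against the controls' level they were at least 16.5-fold and 4.27-fold higher in MUP (adjusted p = 0.0060 for each). At the preset correlation the adjusted p was 1.6e-10 for clock output, 1.7e-12 for male-biased and 1.3e-05 for acute-phase genes. The median log2 fold change of the acute-phase list was 0.54, and 0.21 without MUP 3. The opposite-phase clock genes had an adjusted p of 0.095, and of 0.23 with an estimated correlation. In all, 320 probe sets rose at an adjusted p under 0.05 from limma, 242 of them at least 2-fold, and 1736 were higher at an unadjusted p under 0.05. The 320 became 109, 163, 125, 212 and 154 without WT 1, WT 2, WT 3, MUP 1 and MUP 3, and the 242 became 105, 157, 124 and 147 without WT 1, WT 2, WT 3 and MUP 3. The call of Saa3 was lost without WT 1, WT 2 or MUP 1 (adjusted p up to 0.061), those of Obp2a and Crp without WT 1 or WT 3 (up to 0.062 and 0.069), and that of Npas2 without WT 1, WT 3 or MUP 3 (up to 0.072).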

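Egfr, which encodes a receptor tyrosine kinase for EGF, Nrg4, which encodes a ligand of ErbB receptors, Fkbp5, which encodes a co-chaperone of the glucocorticoid receptor, and Zbtb16, a glucocorticoid-induced transcription factor gene, rose in MUP against WT. Their means were lower in HNK than in MUP, and none of these differences passed the test over all genes. These genes are all among those of Fig. 2B, which the study chose on these arrays for being higher in MUP and lower in HNK. Their directions, intervals and permutation p-values are therefore not independent evidence of this pattern. The log2 intensity of Egfr was 8.99 ± 0.44 (SD, n = 3) in WT, 11.89 ± 1.08 in MUP and 10.45 ± 1.11 in HNK. The log2 fold change of MUP against WT was 2.90 (SE 0.57, adjusted p = 0.017 from limma), and the groups did not overlap (exact permutation test, p = 0.1 on both sides, the smallest p that 3 arrays against 3 allow). HNK against MUP was -1.45 (95% interval -2.68 to -0.21, adjusted p = 0.998 from limma), and the groups overlapped (exact permutation test, p = 0.3). Fkbp5 was at 9.73 ± 0.44 (SD, n = 3) in WT, 11.74 ± 0.60 in MUP and 9.89 ± 0.46 in HNK. Its log2 fold change was 2.00 (SE 0.34, adjusted p = 0.0084 from limma) for MUP against WT and -1.85 (95% interval -2.59 to -1.11, adjusted p = 0.53) for HNK against MUP, and an exact permutation test gave p = 0.1 for each. Nrg4 and Zbtb16 had log2 fold changes of 1.65 and 1.67 for MUP against WT, and of -1.10 and -1.93 for HNK against MUP. Of 19 measured genes of the EGFR family, its ligands and adaptors, Egfr and Nrg4 rose in MUP, none fell and 17 did not pass the test, with 4 higher when adjusted over the list alone (adjusted p = 0.15 for the list from camera). 

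**Figure D2:**
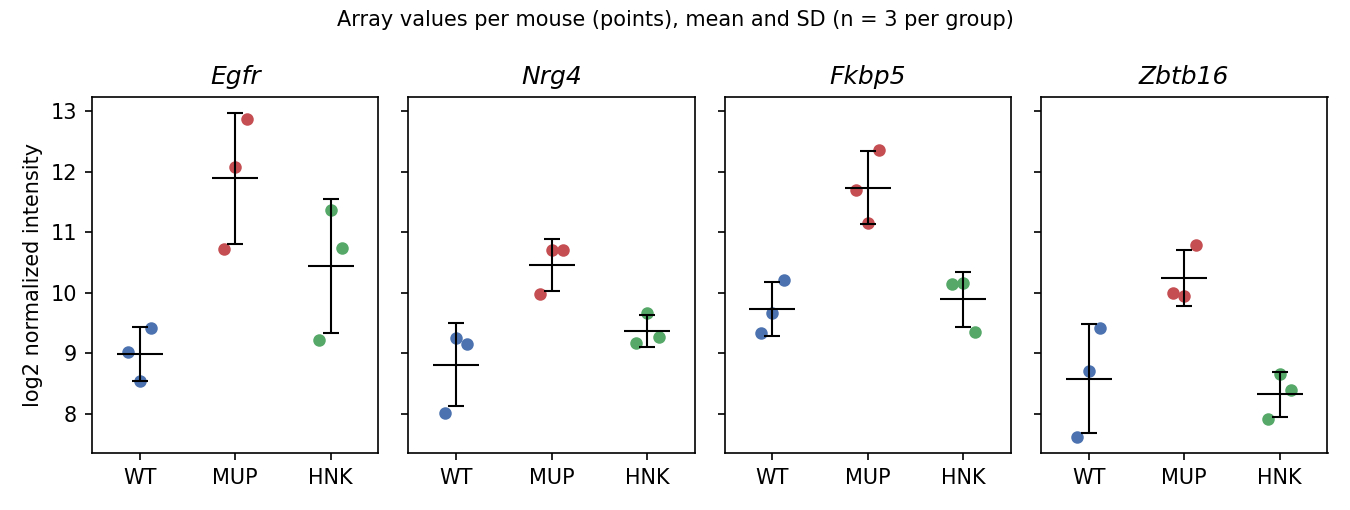
Log2 normalized intensity (vertical axis) of Egfr, Nrg4, Fkbp5 and Zbtb16 in WT, MUP and HNK livers (horizontal axis). Points are mice, with the mean and SD of each group (n = 3 per group). For Egfr the means are 8.99, 11.89 and 10.45, and the HNK mice spread from 9.22 to 11.37. The study chose these genes on the same arrays for this pattern.

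At a ratio of at least 2 for MUP against WT and at most 0.5 for HNK against MUP, with an unadjusted limma p under 0.05 for the latter, 23 probe sets passed. They include Ciart, the P450 reductase gene Por, the cytokine signalling suppressor gene Socs2, the alpha globin genes Hba-a1 and Hba-a2, B3galt1, Ppp1r3b and Trim24. After adjustment over all probe sets, limma called 0 lower and 1 higher in HNK than in MUP. The latter is a probe set without a gene name, with a log2 fold change of 2.40, and was singled out here after its values were seen. At an unadjusted p under 0.05 there were 505 and 463, where chance gives 1110.3 in both directions together. The 1 higher probe set was not called without HNK 1, and 2 were called without WT 2. The methods' test without moderated variances called 0 lower and 1 higher after the same adjustment. Since the MUP arrays enter both ratios, 3 unchanged groups were simulated with the spread of the arrays, in 100 simulations each. The simulated noise was independent between probe sets, so the ranges leave out correlation between genes. Other splits of the real arrays, which also move WT arrays between the groups, gave counts from 0 to 205. The simulated unchanged groups gave 18.4 such probe sets on average (8 to 31), or 12.6 (4 to 23) with the moderated spread. With WT different and HNK at the level of MUP, they gave 24.1 (15 to 36), or 19.5 (12 to 28) with the moderated spread. Independent lists of these sizes would share 0.988. Across probe sets, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson's r of -0.40. The simulations gave -0.50 (-0.54 to -0.45) with unchanged groups and -0.28 (-0.33 to -0.24) with HNK at the level of MUP, and the covariance was -0.0600 against -0.0545 and -0.0539. In the simulations the shared arrays alone gave covariances of this order, also with the moderated spread (-0.0425 with unchanged groups). The simulated noise was also independent between arrays, while MUP 2 and HNK 3 share skeletal muscle signal that widens the spread used. The simulations with HNK at the level of MUP add noise to group means that already carry noise. How much of the observed covariance comes from the shared arrays is therefore not settled. The 3 MUP arrays cannot be split into groups of at least 2 to take this part out. The count of 23 became 44, 36 and 35 without MUP 2, MUP 3 and HNK 2, 38 without both arrays that stood apart in skeletal muscle genes, and 0 with an adjusted p, and the r became -0.24 without HNK 1. The call of Egfr in MUP against WT was lost without WT 1, WT 2, WT 3 or MUP 3 (adjusted p from 0.0503 to 0.070), that of Fkbp5 without WT 1 (0.0502), that of Nrg4 without WT 1, MUP 2 or MUP 3 (up to 0.081) and that of Zbtb16 without WT 1, WT 2, MUP 1, MUP 2, MUP 3 or HNK 3 (up to 0.15). The call of Zbtb16 was also lost with the arrays of both groups alone (0.055), and those of Nrg4 and Zbtb16 without both MUP 2 and HNK 3 (0.061 and 0.064). The paper takes genes that are higher in MUP than in WT and lower in HNK than in MUP as upregulated in this liver and suppressed by HNK. It selects Egfr and Fkbp5 among them, and states in the heading of this section that EGFR signaling is upregulated. It also reports qPCR on more mice per group (Fig. 3A), in which HNK suppressed Egfr and Fkbp5 RNA. In its immunoblots (Fig. 3B) EGFR and FKBP5 protein and ERK and mTORC1 signaling were lower with HNK.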

In all, 21 genes including *Egfr* (also known as *Erbb*) and FK506-binding protein 5 (*Fkbp5*) were upregulated ≥2.0-fold in the murine NASH liver and were downregulated ≥0.5-fold by HNK treatment (*p*-value < 0.05, Figure 2B).

Notably, FKBP5 is an oncogenic molecular chaperon and oncoprotein that inhibits GR activation [17].

### 2.3. HNK Treatment Suppresses EGFR Signaling in the NASH Liver

Next, we confirmed the mRNA expression of *Egfr* and *Fkbp5* via real-time qPCR. Consistent with the RNA array data, both *Egfr* and *Fkbp5* were significantly upregulated in HFD-fed MUP-uPA livers compared with their expression in WT livers. Both *Egfr* and *Fkbp5* mRNA expressions were suppressed by HNK treatment (Figure 3A). EGFR and FKBP5 protein expressions were also upregulated in MUP-uPA livers but not in WT background livers (Figure 3B). Although the increased phospho-EGFR expression in the MUP-uPA background liver was attenuated by HNK treatment, HNK treatment clearly suppressed EGFR and FKBP5 protein expressions in the background NASH liver. Notably, EGFR protein levels were drastically reduced by HNK treatment (Figure 3B). EGFR suppression by HNK treatment led to the downregulation of ERK and mTORC1 signaling, the major downstream pro-tumorigenic pathways (Figure 3B). Notably, S6K and S6, which are the major mTORC1 targets, were downregulated by HNK treatment (Figure 3B).

### 2.4. HNK Induces MIG6 Expression Leading to EGFR Downregulation

The transcriptional regulation of EGFR expression is poorly understood [18,19], although epigenetic regulation such as DNA methylation and histone H3 modifications at the EGFR promoter has been reported. On the contrary, the EGFR degradation mechanism have been extensively studied. The ligand EGF promoted EGFR degradation via a negative feedback loop in human epithelial cells [20].

It has been reported that HNK can induce EGFR degradation by inhibiting heat shock protein 90 (HSP90), a molecular chaperone, in lung cancer cells, and in subcutaneously implanted mouse models [21]. Recently, it was reported that MIG6, which is encoded by *ERRFI1*, is an important inhibitor of EGFR signaling that is capable of inducing EGFR degradation [22]. Loss of MIG6 could account for the elevation of EGFR expression and signaling in several cancer types [23], including HCC [24]. MIG6 expression is induced by GR activation, which results in the translocation of GR from the cytoplasm to the nucleus [25]. Interestingly, FKBP5, which is also upregulated in the NASH-affected liver and suppressed by HNK in the present study, is a molecular chaperone that binds GR and inhibits its nuclear translocation [26].

Nonetheless, EGFR degradation in HCC has not yet been fully explored. Next, we decided to investigate whether HNK induces EGFR degradation. Interestingly, HNK treatment tended to upregulate *Errfi1* mRNA expression in HFD-fed MUP-uPA livers, in contrast to suppression of *Egfr* and *Fkbp5* mRNA expression (Figure 3A).

To confirm whether HNK also induces MIG6/*ERRFI1* expression and downregulates EGFR, we measured *ERRFI1* expression following HNK treatment in HCC cell lines (Figure S2). We decided to use Hep3B and Huh6 cells because HNK strongly induced *ERRFI1* expression in these two cell lines. To determine whether HNK downregulates EGFR through the GR–MIG6 axis, we firstly used Hep3B human HCC cells. HNK treatment inhibited the proliferation of HCC cells (Figure 3C) and induced *ERRFI1* mRNA expression in Hep3B cells (Figure 3D). HNK also reduced EGFR protein levels in parallel with MIG6 induction in a concentration-dependent manner (Figure 3E). Inhibition of EGFR expression was correlated with the downregulation of ERK and mTORC1 (Figure 3E). As observed in Hep3B cells, HNK treatment inhibited cell proliferation and reduced EGFR protein expression in parallel with MIG6 induction in Huh6 cells (Figure S3A–C). Inhibition of EGFR expression was correlated with the downregulation of ERK and mTORC1 (Figure S3C). When cells were stimulated with EGF, HNK treatment also downregulated ERK and mTORC1, and induced MIG6 more apparently (Figure S4).

### 2.5. MIG6 Knockout (KO) Abrogates the Inhibitory Effects of HNK on HCC Cell Proliferation

Next, we established MIG6/*ERRFI1*-knockout (KO) Hep3B and Huh6 cells using the clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 method to confirm the role of MIG6 in the effects of HNK on HCC cells. After confirming stable MIG6/*ERRFI1* deletion at both the mRNA and protein levels (Figure 4B,C, Figure S3B,C), we treated HCC cells with HNK. As expected, HNK inhibited EGFR expression and reduced ERK, S6K, and S6 phosphorylation in WT cells but not in KO cells (Figure 4C, Figure S3C). Accordingly, the KO cells grew more rapidly than parental cells regardless of HNK treatment (Figure 4A, Figure S3A), although high-concentration HNK (30 μM for Hep3B cells, 20 μM for Huh6 cells) partially suppressed cell proliferation (Figure 4A, Figure S3A).

These results strongly support the notion that HNK treatment inhibits cell proliferation by downregulating EGFR protein expression via MIG6/*ERRFI1* induction.

### 2.6. HNK Induces GR Nuclear Translocation, Leading to MIG6 Induction

To determine where HNK induced MIG6 expression via GR activation, we examined its effects on GR expression and subcellular distribution. Although glucocorticoids are the classical GR ligands, glucocorticoid-independent modulation of GR activity has been described [27]. Indeed, we found that HNK treatment induced GR translocation to the nucleus in Hep3B cells, suggesting that HNK activated GR in a similar manner as the glucocorticoid dexamethasone (DEX) (Figure 5A,B). The same translocation was also observed in Huh6 cells (Figure S5A,B). In addition to GR activation, HNK treatment induced MIG6/*ERRFI1* expression. *ERRFI1* was rapidly induced by HNK, and this effect was accompanied by EGFR downregulation in both Hep3B (Figure 5B,C) and Huh6 cells (Figure S5B,C). By contrast, *EGFR* and *NR3C1* mRNAs levels remained unaltered for at least 6 h after HNK addition in these two cell lines (Figure S6A,B).

In addition, HNK treatment induced EGFR translocation into lysosome within the perinuclear compartment indicating that lysosomal degradation of EGFR was accelerated by HNK (Figure S7). Bafilomycin A, a lysosome inhibitor, enhanced the colocalization of EGFR with lysosome.

These results suggest that HNK degraded EGFR via activation of the GR–MIG6 axis.

### 2.7. GR Activation and ERRFI1 Expression Are Inversely Correlated with EGFR Expression in Human HCC

The significance of the GR–MIG6 axis in the human HCC has not yet been reported. To confirm whether the GR–MIG6 axis modulates EGFR expression in human HCC, we performed GR and EGFR immunohistochemical staining in human HCC tissues and their corresponding non-tumor liver tissues (Table S2A,B). We also quantified *ERRFI1* expression by real-time qPCR. Immunohistochemical analysis illustrated that nearly half of the HCCs were EGFR-positive (15/31, 48.4%, Figure 6A,C) and that EGFR positivity of the cell membrane in non-tumor liver tissue was inversely correlated with nuclear GR positivity (*p* = 0.0373, Table S2C). EGFR-positive non-tumor tissues exhibited significantly lower *ERRFI1* expression than EGFR-positive HCC and non-tumor tissues (Figure 6A,C). In addition, EGFR-positive HCC had lower *ERRFI1* expression than EGFR-negative HCC (Figure 6C). These results suggested that decreased *ERRFI1* expression may increase EGFR expression during disease progression.

Non-tumor livers with GR-positive nuclei exhibited significantly higher *ERRFI1* expression, but this was not found in HCC tissues, supporting the notion that GR activation induces *ERRFI1* expression in non-tumor liver tissue (Figure 6B,D). In the human background liver, EGFR expression clearly depended on GR/*ERRFI1* expression coincident with the findings from experiments of HCC cells in vitro. As EGFR signaling is known as an oncogenic driver, we compared the background livers of EGFR- or GR-positive HCCs with those of EGFR- or GR-negative HCCs, and no significant difference was identified between the groups (Figure 6C,D).

### 2.8. ERRFI1 Expression Decreases in Parallel with NAFLD/NASH Progression

The GR–MIG6 axis appears important for the progression from chronic liver disease to HCC via EGFR suppression. Next, we evaluated *ERRFI1* expression in the livers of 105 patients with NAFLD to clarify the significance of its expression during NAFLD/NASH progression (Figure 7). The characteristics of the patients are described in Table S3. Focusing on liver histology, advanced NASH livers, which feature inflammation, ballooning and fibrosis, exhibited reduced *ERRFI1* expression.

These results suggested that *ERRFI1* levels decrease in parallel with NAFLD/NASH disease progression, and MIG6/*ERRFI1* suppression may contribute to HCC induction via EGFR degradation. To confirm the effect of HNK treatment on intracellular lipid accumulation, we incubated cells with 150 µM oleic acid, then stained with a fluorescent neutral lipid dye. HNK treatment clearly reduced the number of lipid droplets (Figure S8).

Correlations of *ERRFI1* mRNA expression with the inflammation grade (0–1, 2–3), ballooning grade (0–1, 2), and fibrosis stage (0–2, 3–4). Each box plot depicts the median and quartiles. Whiskers indicate the furthest point within 1.5 × the interquartile range (the third quartile minus the first quartile) from the box.

### 2.9. HNK Treatment also Attenuates a NAFLD-HCC Model

To confirm whether HNK treatment could suppress HCC development in another mouse model, we also tested its preventative effect in a DEN-induced HCC mouse model. As previously reported, HFD feeding accelerates HCC development and induces fatty liver, but not NASH, resembling obese people with NAFLD [28,29]. As a result, HNK treatment for the last 8 weeks of HCC development, i.e., 24–32 weeks of age, attenuated HCC development in DEN-treated mice fed an HFD (DEN-HFD mice, Figure S9A,B). The severity of liver steatosis did not differ between control and HNK treatment groups.

These results suggested that HNK exerts both direct anti-tumor and therapeutic effects on NASH/NAFLD. Notably, the anti-HCC effects of HNK were more apparent in HFD-fed MUP-uPA mice, the NASH-driven HCC model, than in DEN-HFD mice [10].

## 3. Discussion

EGFR is the third most studied gene/protein, being described in more than 40,000 papers, and it is often mutated in a variety of cancers [30]. However, the *EGFR* mutation rate in human HCC is low at approximately 1% [5,6]. Nonetheless, EGFR membrane expression has been observed in 40–70% of human HCCs [31,32,33], in line with our findings. Recently, it has reported that the HCC stem cell marker CD44 contributes to HCC initiation and progression through its interaction with EGFR in pericentral hepatocytes [34]. In this study, we observed that EGFR signaling is upregulated in the NASH liver and that the naturally occurring compound HNK prevents HCC induction by downregulating EGFR.

Several EGFR inhibitors were proven effective against epithelial-derived cancers, including lung, pancreatic, and colon cancers [4]. However, none of these inhibitors, including erlotinib, which exhibited anti-tumor activity and disease control in patients with unresectable or metastatic HCC in a phase 2 trial [35], have been approved for the treatment of advanced HCC because of the lack of survival benefits [7]. Nevertheless, a clinical study of EGFR inhibition using erlotinib in patients with cirrhosis evaluating its ability to inhibit the progression to HCC is ongoing (ClinicalTrials.gov: NCT02273362).

HCC usually arises in chronically inflamed livers, with inflammation being related to either viruses (HBV, HCV) or lifestyle factors (NASH, alcoholic liver disease). As EGFR signaling is important for liver regeneration [8,9], it is likely to be activated in the chronically inflamed liver. In concordance with these expectations, EGFR was overexpressed in the background liver of MUP-uPA mice. HNK may exert its inhibitory effects on EGFR and FKBP5 in the background liver and contribute to HCC prevention.

Recently, EGFR inhibition prevented the development of steatosis and liver injury in a mouse model of NAFLD [10,11]. This report also revealed that the effect of EGFR in the HFD-induced fatty liver phenotype was not shared by the receptor tyrosine kinase MET as investigated using MET KO mice. It is suggested that EGFR is a potential target for preventing NASH/NAFLD-derived HCC.

Assuming that EGFR drives NASH-to-HCC progression, and that HCC prevention requires the use of non-toxic agents, especially in patients with particularly low liver function, we focused on HCC development and tested the preventative ability of HNK, a naturally occurring compound known to have anti-inflammatory and anti-oxidant activities [14]. We found that HNK clearly inhibited NASH-induced HCC in the MUP-uPA mouse model. Although HNK attenuated NASH development, e.g., steatosis and fibrosis when administered to MUP-uPA mice, HNK administration more clearly suppressed hepatocarcinogenesis in MUP-uPA mice than DEN-HFD mice. These results suggest that HNK prevents both HCC but NASH development depending on the disease condition or stage, although the detailed mechanism of the effects of HNK on NASH development requires further investigations.

Mechanistically, HNK exerts its anti-tumorigenic activity through the activation of GR, which was found to accumulate in the nuclei of HNK-treated HCC cells. Once activated, GR induces MIG6 expression. MIG6, also known as Receptor-associated late transducer (RALT), shares significant homology with the protein product of rat gene-33 [23]. MIG6 is a cytoplasmic protein postulated to act as a tumor suppressor in lung, skin, breast, pancreatic, and ovarian cancers [23,36,37]. Indeed, whole-body *ERRFI1* deletion in mice led to the development of rectal, gastric, gall bladder, bile duct, lung, and skin tumors [23,36]. Although little is known about the role of MIG6 in liver cancer, *ERRFI1* deletion has been found in 13% of humans with HCC, in contrast to the extremely low incidence (around 1%) of *EGFR* mutations [38]. It was also reported that MIG6 is downregulated in human HCC, and this was correlated with increased EGFR expression [24]. That report also illustrated that MIG6 KO mice exhibited increased EGFR protein expression and enhanced hepatocyte proliferation after partial hepatectomy, supporting the notion that MIG6 is an endogenous inhibitor of EGFR signaling. Focusing on HCC, a previous study analyzed human specimens via immunohistochemistry (IHC) and identified low MIG6 expression and high cyclin D1 expression as independent predictors of reduced survival [39]. miR-589-5p is a potential prognostic marker of HCC that regulates tumor cell growth by targeting MIG-6, although the study did not examine EGFR or the GR–MIG6 axis [40]. Another report revealed that miR-374a could activate EGFR and AKT/extracellular signal-regulated kinase (ERK) signaling by regulating MIG-6 in HepG2 cells, but the mechanism was not pursued [41].

Notably, the molecular chaperone FKBP5 (also known as FKBP51 and FKBP54) is upregulated in HFD-fed MUP-uPA mice and is suppressed by HNK treatment. FKBP5 is a co-chaperone that maintains GR in an inactive state, together with other co-chaperones including HSP90 [26]. When the affinity of the GR complex is changed by FKBP5 displacement, GR translocates to the nucleus in an active state (Figure 8). Curiously, FKBP5 is also known to act as an oncoprotein through its ability to modulate GR activity and lead to alterations of target gene expression [17]. Collectively, these findings support the view that the GR–MIG6 axis is involved in EGFR degradation to suppress the progression of NASH to HCC.

HNK has exhibited anti-tumor effects in a variety of cancers, including breast, kidney, lung, pancreas, and liver cancers [42,43,44,45,46]. HNK has been reported as an anti-oxidant [14], and oxidative stress plays important roles in NASH pathophysiology [47], HNK may be involved in mouse liver and NASH-induced HCC by suppressing oxidative stress. However, little is known about its mechanisms of action, although previous studies implicated the activation of sirtuin 3 or LKB1 and the inhibition of β-catenin, NF-kappa B, or angiogenesis in the pharmacological effects of HNK [48,49]. Although the prevalence of systemic metastasis of HCC is not frequent and patients with HCC commonly die of the primary tumor burden and liver dysfunction, it was reported that HNK exerted suppressive effects in HCC metastasis model and in a xenograft model [15]. The same group also reported that HNK can induce EGFR degradation by inhibiting HSP90 in lung cancer cells and in subcutaneously implanted mouse models [21]. However, the ability of HNK to trigger EGFR degradation via the GR–MIG6 axis has not been reported, particularly in HCC. We found that HNK induced GR translocation to the nucleus, MIG6 expression, and subsequent EGFR degradation, and we propose that this pathway is responsible for the ability of HNK to interfere with NASH-to-HCC progression (Figure 8).

Although HNK degraded EGFR protein in HCC cells (Figure 5B and Figure S5B) without the increased of EGFR mRNA expression (Figure S6A,B), HNK suppressed *Egfr* and *Fkbp5* mRNA expression upregulated in HFD-fed MUP-uPA livers (Figure 3A), whose mechanism(s) should be further investigated. Since epigenetic changes and microRNAs involvement in NASH development have been reported [50,51], HNK may regulate the mRNA expression of *Egfr* and *Fkbp5* via epigenesis or microRNAs.

In human samples, we first revealed that EGFR-positive HCCs and their corresponding liver tissues displayed decreased *ERRFI1* expression. In addition, GR-positive non-tumor liver tissues featured lower EGFR expression and higher *ERRFI1* mRNA expression than GR-negative tissues. In addition, *ERRFI1* expression in NAFLD patients decreased in parallel with disease progression, i.e., severe inflammation, strong ballooning degeneration, and advanced fibrosis. Although only eight samples among our human HCC samples belonged to the non-B non-C group to which NASH-derived HCC supposedly belongs, the fact that patients with advanced NASH exhibited decreased *ERRFI1* expression and increased EGFR expression support the clinical importance of the MIG6–EGFR axis during NASH-induced HCC development. Therefore, the induction of *ERRFI1* expression in response to GR activation by HNK could be applicable to HCC prevention in patients with chronic liver diseases, especially NASH/NAFLD. Notably, some herbal drugs that are widely used in clinical practice in Japan and other Asian countries include HNK as a constituent. Although we clearly illustrated that HNK prevented the development of NASH-related HCC via the GR–MIG6–EGFR degradation pathway, further studies are needed to validate this disease prevention mechanism in humans.

In summary, we revealed that HNK suppresses the progression of NASH/NAFLD to HCC in mouse models. Our results suggest that HNK functions by inducing the nuclear translocation of GR and subsequent induction of MIG6, a negative regulator of EGFR protein expression. Our analysis of human HCC and NAFLD samples supported the clinical importance of the MIG6–EGFR axis during NASH-induced HCC development. EGFR has important roles in NAFLD/NASH progression and HCC development, and it can be inhibited by HNK via the aforementioned degradation mechanism. These findings could facilitate the use of other compounds that target the GR–MIG6–EGFR degradation pathway and exhibit the same preventative activity and efficacy as HNK.

## 4. Materials and Methods

### 4.1. Animals

As a result of sex differences in HCC prevalence, all mice used in this study were male. Mice were maintained in filter-topped cages under a 12-h–12-h dark–light cycle at KPUM and fed an autoclaved HFD (60% fat, 20% protein, and 20% carbohydrates based on caloric content; D12492, Research Diets, NJ, USA) and water. MUP-uPA mice were kindly provided by E.P. Sandgren (University of Wisconsin-Madison) and backcrossed with C57BL/6J mice for at least 12 generations [14]. Genotyping was performed, as previously described [14], and the sibling littermates served as controls. Hepatocytes in MUP-uPA newborn mice sustain damage as a result of ER stress induced by high uPA expression, which peaks at approximately 6 weeks of age. Inhibition of ER stress prevents both NASH and HCC development [13]. Importantly, similar to the characteristics of human HCC [15], the mutational spectrum of HCCs derived from MUP-uPA mice involves diverse activation of different oncogenic signaling pathways [5,6].

To generate mice with DEN-induced HCC and fatty livers, diethylnitrosamine (25 mg/kg, N0258, Sigma–Aldrich, St. Louis, MO, USA) was injected intraperitoneally into 14-day-old male mice [16,17]. After 4 weeks, the mice were fed an HFD until being sacrificed at 32 weeks of age. HNK was dissolved in phosphate-buffered saline (PBS) with Intralipid^®^ 20% and prepared at a concentration of 10 mg/kg immediately before injection into mice. The vehicle control consisted of PBS with Intralipid^®^ 20%. All the mice were divided randomly into two groups, the honokiol or vehicle control group.

### 4.2. Human Samples

Human HCC and adjacent non-tumor tissues were obtained from patients who underwent surgical resection at Saiseikai Suita Hospital from 2015 to 2018. Human NAFLD samples were collected from patients who underwent liver biopsy at KPUM from 2013 to 2019. NAFLD was diagnosed according to findings of steatosis in ≥5% of hepatocytes in liver biopsy specimens and the exclusion of other liver diseases, including viral hepatitis, autoimmune hepatitis, and drug-induced liver disease. Patients with a daily alcohol consumption >30 g for men or >20 g for women were excluded.

Liver tissues were fixed in 10% formalin, embedded in paraffin, sectioned, and either stained with hematoxylin and eosin (H&E) or processed for immunohistochemistry (IHC) using antibodies against EGFR and glucocorticoid receptor (GR). H&E staining and IHC were performed, as previously described [18] (details are described in the Supplementary Materials).

### 4.3. Liver Histology

The liver biopsy specimens were stained with H&E and Masson’s trichrome stain. The specimens were evaluated independently by two well-trained hepatologist at KPUM who were blinded to the clinical findings. An adequate liver biopsy sample was defined as that with a length >1.5 cm and more than 11 portal tracts. Steatosis affecting <5%, 5–33%, 33–66%, and >66% of the liver was assigned steatosis scores of 0, 1, 2, and 3, respectively. Lobular inflammation grades of 0, 1, 2, and 3 corresponded to none, mild, moderate, and severe, respectively. Ballooning scores of 0, 1, and 2 were classified as none, few, and many ballooned hepatocytes.

The NAFLD activity score was calculated as the sum of the steatosis, lobular inflammation, and hepatocellular ballooning scores. The severity of hepatic fibrosis was staged as follows: stage 1, zone 3 perisinusoidal fibrosis; stage 2, zone 3 perisinusoidal and portal fibrosis; stage 3, zone 3 perisinusoidal, portal, and bridging fibrosis; and stage 4, cirrhosis.

### 4.4. RNA Array Analysis

We used a Clariom S Assay microarray (Applied Biosystems/Thermo Fisher Scientific, Waltham, MA, USA) for the RNA array analysis of mouse liver samples. The results were analyzed using MicroArray Data Analysis Tool version 3.2. by Filgen, Inc. (Nagoya, Japan). 

### 4.5. RNA Isolation and Quantitative RT-PCR

We extracted and purified RNA using TRIzol^®^ (#15596018, Invitrogen/Thermo Fisher Scientific, Waltham, MA, USA) and chloroform and isopropanol, respectively. RNA (1 μg) was reverse-transcribed to generate cDNA using a PrimerScript RT cDNA Synthesis Kit (#RR036A, Takara Bio, Shiga, Japan). Individual gene expression was quantified by real-time qPCR using SYBR^®^ FAST qPCR Master Mix (#KK4602, KAPA BIOSYSTEMS, Wilmington, MA, USA) and a LightCycler 96 Real-Time PCR system (Roche Diagnostics, Mannheim, Germany). Gene expression was normalized to the expression of a housekeeping control gene (*GAPDH* or *GUSB*). The primers used for real-time qPCR analyses are listed in the Supplementary Materials.

### 4.6. Human HCC Cells

The HCC cell lines Hep3B (RRID:CVCL_0326) and Huh6 (CVCL_1296) were maintained according to the instructions provided by ATCC and the Japanese Collection of Research Bioresources Cell Bank (JCRB), respectively. Cell lines from ATCC and JCRB have been thoroughly tested and authenticated. All cells were obtained directly from ATCC or JCRB and passaged in our laboratory for fewer than 6 months after resuscitation. They were incubated with the indicated concentration of HNK for the specified period of time. The relative rates of cell viability and proliferation were determined by cell counting or using Cell Count Reagent SF (Nacalai Tesque, Kyoto, Japan). Nuclear extraction was performed using NE-PER^®^ Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific) according to the manufacturer’s instructions. To analyze GR translocation to the nucleus, Hep3B and Huh6 cells were incubated with serum-free Dulbecco’s Modified Eagle’s Medium (DMEM) for 6 h. Then, the medium was changed to serum-free DMEM supplemented with HNK (20 μM) or dexamethasone (DEX; 100 nM) and maintained for the indicated time.

### 4.7. Immunoblot Analysis

Liver samples and harvested HCC cells were homogenized in RIPA buffer, and then equal amounts of liver homogenates were fractionated via SDS-PAGE and transferred onto a polyvinylidene fluoride membrane. The membrane was incubated with antibodies against EGFR, phospho-EGFR (tyrosine 992), FK506 binding protein 5 (FKBP5), mitogen-inducible gene 6 (MIG6), ERK, phospho-ERK, p70S6K, phospho-p70S6K (Thr389), S6, phospho-S6, GAPDH, lamin B1 (all from Cell Signaling Technology, Danvers, MA, USA), GR (#24050-1-AP, Proteintech Group, Rosemont, IL, USA), and β-actin (A1978, Sigma–Aldrich, St. Louis, MO, USA). The antibodies used for immunoblotting are listed in the Supplementary Materials. Densitometric analysis of blots were performed, and the ratio of phosphorylated–total protein or total protein–loading control were indicated.

### 4.8. Immunofluorescence Analysis

Immunofluorescence analysis was performed for Hep3B and Huh6 cells treated with HNK or DEX, as previously described [18]. Briefly, cells were incubated on a glass chamber slide with the indicated drug, covered, and incubated with ice-cold 100% methanol for 10 min at −20 °C. After washing with PBS, cells were blocked with diluted donkey serum for 30 min at room temperature. Anti-GR (#24050-1-AP, Proteintech Group, Rosemont, IL, USA) and Alexa Fluor 488-conjugated donkey anti-rabbit IgG (#11-545-152, Jackson ImmunoResearch Inc., West Grove, PA, USA) antibodies were used as the primary and secondary antibodies, respectively. After washing with PBS, slides were mounted with medium containing DAPI (VECTASHIELD H-1500, Vector Laboratories, Burlingame, CA, USA). A BZ-X700 fluorescence microscope (Keyence Corporation, Osaka, Japan) was used to assess the expression and subcellular localization of GR, EGFR, LAMP1, and lipids.

### 4.9. Clonal Line Generation of MIG6/ERBB Receptor Feedback Inhibitor 1 (ERRFI1)-Knockout (KO) HCC Cells

Genome editing experiments involving ribonucleoprotein (RNP) lipofection in HCC cells were performed using the Alt-R CRISPR-Cas9 system (Integrated DNA Technologies, IA, USA) according to the manufacturer’s instructions. Briefly, crRNA (Hs.Cas9.ERRFI1.1.AC) and tracrRNA (CRISPR-Cas9 tracrRNA) were mixed at an equimolar ratio to produce guide RNA oligos. Then, Cas9 (S.p. HiFi Cas9 Nuclease V3) and Opti-MEM were added to form RNP, which was transfected into HCC cells using Lipofectamine CRISPRMAX transfection reagent (Thermo Fisher Scientific). Additional details of this experiment are described in the Supplementary Materials.

### 4.10. Statistical Analysis

Data are presented as the mean ± SD or as the median with interquartile ranges, as indicated. Differences in medians, means, and two categorical variables were analyzed using Wilcoxon’s signed-rank test (JMP8.0, SAS Institute Inc., Cary, NC, USA), Student’s t-test, or Fisher’s exact test (GraphPad Prism-6, GraphPad Software, La Jolla, CA, USA), respectively. *p* < 0.05 was considered significant.

## 5. Conclusions

We revealed that HNK suppresses the progression of NASH/NAFLD to HCC in mouse models by inducing the nuclear translocation of GR and subsequent induction of MIG6, a negative regulator of EGFR protein expression. Our analysis of human HCC and NAFLD samples supported the clinical importance of the MIG6–EGFR axis during NASH-induced HCC development.

## Figures and Tables

**Figure 1:**
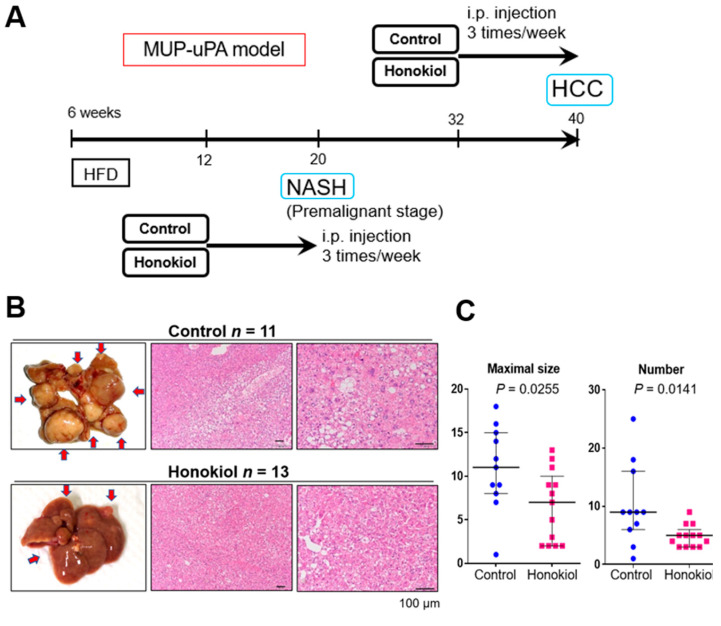

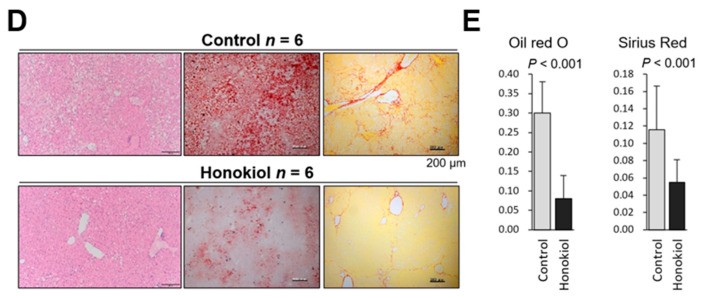
Honokiol (HNK) treatment attenuates hepatocellular carcinoma (HCC) development in major urinary protein (MUP)-urokinase type plasminogen activator (uPA) transgenic mice. (**A**) Protocol for honokiol treatment in MUP-uPA transgenic mice fed a high-fat diet (HFD). Then, six week-old male mice fed an HFD for 26 weeks were treated with vehicle control or HNK (10 mg/kg, intraperitoneally (three times/week) for another 8 weeks (32–40 weeks of age). Tumor development was analyzed at 40 weeks. For the non-alcoholic steatohepatitis (NASH) analysis, 6-week-old male mice fed an HFD for 6 weeks were treated with vehicle or HNK for 8 weeks (12–20 weeks of age). During honokiol treatment, the HFD feeding regimen was continued. (**B**) Gross morphology of livers with HCC and typical HCC histology in mice of the MUP-HFD model. (**C**) Maximal tumor size and tumor numbers in MUP-HFD mice treated with vehicle or honokiol. Tumor development was analyzed 2–4 days after the final honokiol injection. Results are presented as the median with interquartile ranges. (**D**) Liver sections of MUP-HFD mice were analyzed at 20 weeks of age after treatment with vehicle or honokiol for the last 8 weeks of NASH development. Liver histology, lipid accumulation, and fibrosis were analyzed by staining liver sections with hematoxylin and eosin, Oil red O, and Sirius Red, respectively. (**E**) The positive areas were quantified using ImageJ software and presented as bar graphs. Results are presented as the mean ± SD.

**Figure 2:**
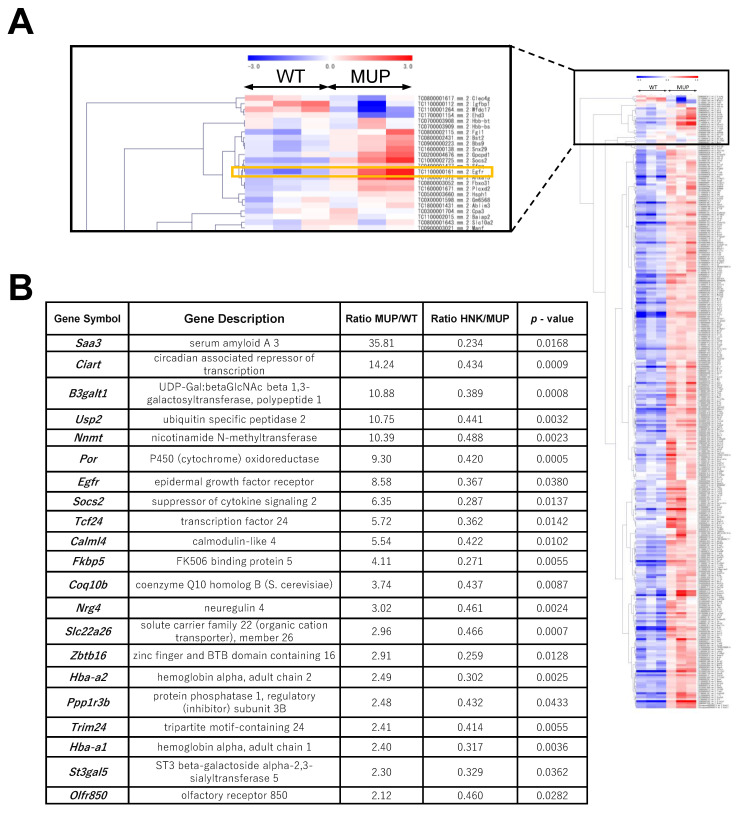
Epidermal growth factor receptor (EGFR) signaling is upregulated in HFD-fed MUP-uPA mouse liver. (**A**) Hierarchical clustering results of differentially expressed genes between HFD-fed MUP-uPA (MUP) and HFD-fed wild-type B6 (WT) mouse livers (*n* = 3 per group). The list of genes analyzed here is shown in Table S1. (**B**) A total of 21 genes, including *Egfr* and *Fkbp5*, were upregulated in MUP-uPA mice, and suppressed by HNK-treatment.

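Genes regulated by the fatty acid receptor PPAR-alpha, genes of the NRF2 antioxidant response, immediate early genes and markers of macrophages, liver sinusoidal endothelial cells and dividing cells were lower in MUP than in WT as lists at the preset correlation of camera. These 6 list calls were lost with an estimated correlation (adjusted p = 0.094, 0.29, 0.16, 0.29, 0.20 and 0.16 in that order), and 7 of 28, 5 of 16, 3 of 10, 2 of 16, 2 of 15 and 1 of 16 members fell. Of 28 measured PPAR-alpha genes, 7 fell, none rose and 21 did not pass the test, with 14 lower when adjusted over the list alone. The lipid droplet genes Plin4 and Plin2 had log2 fold changes of -2.87 (SE 0.23, adjusted p = 1.4e-04 from limma, n = 3 per group) and -2.18 (SE 0.32). The fatty acid translocase gene Cd36 had -1.49 and the peroxisomal gene Pex11a had -1.46. Of 16 NRF2 genes, 5 fell, none rose and 11 did not pass the test, with 7 lower when adjusted over the list alone. They were Gclc, which encodes the catalytic subunit of glutamate-cysteine ligase (log2 fold change -2.01, SE 0.32), the glutathione S-transferase genes Gsta2 (-2.60) and Gstm3 (-3.15), Srxn1 (-1.50) and Pgd (-1.15). Of 10 immediate early genes, Jun (-2.18), Klf6 (-2.08) and Dusp1 (-2.07) fell, none rose and 7 did not pass the test, with 5 lower when adjusted over the list alone. Of 16 macrophage markers, Adgre1, which encodes a macrophage surface receptor (-1.95), and Cd14 (-1.76) fell and 14 did not pass the test. Of 15 sinusoidal endothelial markers, Fcgr2b (-1.29) and Rspo3 (-1.25) fell and 13 did not pass the test, and of 16 proliferation genes the cyclin gene Ccnb2 (-1.29) fell and 15 did not pass the test. None of these 3 lists had a member that rose, and 3, 8 and 8 members were lower when adjusted over the list alone. Of 11 neutrophil markers 9 had a higher mean in MUP, and of 21 fibrosis genes 16 had a lower one (adjusted p = 0.014 and 0.018 for the lists from camera). Both list calls were lost with an estimated correlation (0.41 and 0.48) and without MUP 1 (0.15 and 0.061). The neutrophil call was also lost without WT 2 (0.070), and the fibrosis call without MUP 3 (0.21) or dim probe sets (0.076). The median log2 fold change of the fibrosis list was -0.30, and -0.12 without MUP 3. Single genes with large decreases were the lipid droplet gene Cidea (log2 fold change -4.88), Cdkn1a, which encodes the cell cycle inhibitor p21 (-4.84), the tubulin gene Tubb2a (-4.79), the macrophage elastase gene Mmp12 (-4.73), Insig2, which encodes a regulator of sterol synthesis (-4.31), Spon2 (-3.83), Tsc22d1 (-3.33), Clpx (-3.11) and Mtnr1a (-3.02). At the preset correlation the adjusted p was 1.6e-09 for PPAR-alpha, 3.1e-05 for NRF2, 3.3e-04 for immediate early, 0.0010 for macrophage, 3.9e-06 for endothelial and 1.3e-05 for proliferation genes. The median log2 fold change of the endothelial list was -0.83, and -0.55 without MUP 2. In all, 474 probe sets fell at an adjusted p under 0.05 from limma, and 2115 were lower at an unadjusted p under 0.05. The 474 became 156, 232, 146, 270, 315 and 257 without WT 1, WT 2, WT 3, MUP 1, MUP 2 and MUP 3. Leaving out any WT or MUP array ended the calls of Gsta2, Gstm3, Srxn1 and Pgd (adjusted p up to 0.18), as did HNK 3 for Gstm3, and cyclic loess ended those of Gstm3 and Pgd (0.052 and 0.060). Without WT 1 or WT 3 the calls of Adgre1, Cd14, Fcgr2b, Rspo3, Ccnb2 and Mmp12 were lost (adjusted p up to 0.15). They were also lost without MUP 2, alone or with HNK 3, except for Ccnb2, without MUP 3 except for Fcgr2b and Mmp12, without WT 2 for Adgre1, Fcgr2b and Ccnb2, without MUP 1 for Fcgr2b, Ccnb2 and Mmp12, and without HNK 1 for Ccnb2. Dusp1 lost its call without WT 1 and Klf6 without WT 3 (adjusted p = 0.058 for each).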

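Genes of the unfolded protein response were lower in HNK than in MUP as a list at the preset correlation of camera, and interferon-induced, NRF2 and proliferation genes were higher. These 4 list calls were lost with an estimated correlation (adjusted p = 0.21, 0.33, 0.37 and 0.20 in that order), and no member of these lists passed the test over all genes. The same MUP arrays enter this comparison and MUP against WT with opposite signs, so noise in them alone can turn a list back. The NRF2 and proliferation lists, lower in MUP than in WT, turned back here, and how much the shared arrays add was not tested. Of 26 measured genes of the unfolded protein response, 23 had a lower mean in HNK, and 5 were lower and none was higher when adjusted over the list alone. These were Creld2, with a log2 fold change of -2.04 (SE 0.39, adjusted p = 0.53 from limma, n = 3 per group), Dnajb9 (-1.27), Manf (-1.38), Hspa5, which encodes the endoplasmic reticulum chaperone BiP (-0.67), and Syvn1 (-1.05). Of 25 interferon-induced genes, 24 had a higher mean in HNK, such as Gbp3 (1.33), Usp18 (0.93) and Ifit3 (0.88). All 16 NRF2 genes had a higher mean in HNK, such as Gsta2 (1.91), Srxn1 (1.06) and Pgd (0.74), as had 15 of 16 proliferation genes, such as Ccnb2 (0.69). None of these 3 lists had a gene past the threshold when adjusted over the list alone. The median log2 fold change of the NRF2 list was 0.62, and 0.14 without HNK 1 (adjusted p = 0.022), and Gsta2 was at 15.15, 11.71 and 12.65 in HNK 1 to HNK 3 and at 11.14 to 11.42 in MUP. The median of the unfolded protein response was -0.31, and it was -0.15 without HNK 1 and -0.53 without HNK 2. This list was not called in MUP against WT (median 0.08, adjusted p = 0.85 from camera), so its fall reverses no rise in MUP. In HNK against WT its median was -0.45 (adjusted p = 4.4e-04 from camera, and 0.31 with an estimated correlation). In HNK against MUP the median of the interferon list was 0.38, and 0.58 without HNK 2. As deviations from the mean of 9 arrays, the interferon genes averaged 0.51, 0.01 and 0.66 in HNK 1 to HNK 3 and -0.29, -0.13 and 0.20 in MUP 1 to MUP 3, so that HNK 2 lay among the MUP arrays. HNK 2 lay among them for the NRF2 genes (-0.67, with -0.71 to -0.44 in MUP) and the proliferation genes (-0.35, with -0.45 to -0.24 in MUP) too. Of 16 lymphocyte markers, 15 had a higher mean in HNK (adjusted p = 0.0046 for the list, and 0.37 with an estimated correlation). This call was lost without HNK 3 (0.29) and without both MUP 2 and HNK 3 (0.46). Other cell type lists differed too. Lower means in HNK were found for 10 of 11 neutrophil and 12 of 15 sinusoidal endothelial markers (adjusted p = 0.0012 and 0.0013, and 0.37 each with an estimated correlation). Both calls were lost without MUP 1 (0.18 and 0.081). The neutrophil markers averaged 1.56 in MUP 1 and -0.50 to 0.02 on the other arrays, as deviations from the mean of 9 arrays. Higher means in HNK were found for 8 of 10 cholangiocyte and 15 of 21 fibrosis genes (adjusted p = 0.0094 and 0.025, and 0.20 and 0.62 with an estimated correlation). The cholangiocyte call was lost without MUP 1 (0.052), HNK 1 (0.074) or HNK 3 (0.055). The fibrosis call was lost without MUP 1 (0.11), MUP 3 (0.59), HNK 1 (0.12), HNK 3 (0.85) or dim probe sets (0.11). As deviations from the mean of 9 arrays, the fibrosis genes were highest in MUP 2 (0.45) and HNK 3 (0.64). Without both of these arrays the list was still called, with a median of 0.27 (adjusted p = 0.023). The macrophage and hepatocyte lists were not called (0.52 and 0.33). Among 12 erythroid genes, the globin genes Hba-a2 (-1.76), Hba-a1 (-1.67), Hbb-bt (-1.42) and Hbb-bs (-1.39) had lower means in HNK, and 5 members were lower when adjusted over the list alone. Of 24 glucocorticoid receptor target genes, Fkbp5 and Zbtb16 rose in MUP against WT, Cdkn1a, Dusp1 and G6pc fell and 19 did not pass the test. There were 2 higher and 5 lower when adjusted over the list alone (adjusted p = 0.23 for the list from camera). The median of the list was -0.15. It was -0.66 without WT 1, where the list was called lower (adjusted p = 9.1e-04), -0.35 without MUP 3, 0.05 without WT 2 and 0.03 without WT 3 or MUP 1. In HNK against MUP none of them passed the test, and Fkbp5 and Zbtb16 were lower when adjusted over the list alone (adjusted p = 0.061 for the list). This p was 0.019 with the arrays of both groups alone, 0.039 with the replicate block, and from 0.018 to 0.046 without WT 1, WT 3, MUP 1, MUP 2 or HNK 1. It was 0.65 without MUP 3, where the median of -0.16 became -0.04, 0.41 without HNK 3 and 0.64 with an estimated correlation. The call of G6pc was lost without any of the WT and MUP arrays or HNK 1 (adjusted p up to 0.14), without both MUP 2 and HNK 3 (0.053) and with the replicate block (0.0505). Of 8 genes of the glucocorticoid receptor and its chaperones, Fkbp5 alone was lower when adjusted over the list alone, Stip1 had -0.55, Hsp90aa1 had -0.45 and the receptor gene Nr3c1 had -0.07, with a sign that turned without MUP 2 (0.05) or MUP 3 (0.14). None of 19 genes of the EGFR family passed the test in HNK against MUP over all genes or when adjusted over the list alone (adjusted p = 0.30 for the list). At the preset correlation the adjusted p was 6.8e-09 for the unfolded protein response, 7.4e-08 for interferon-induced, 1.9e-07 for NRF2, 4.0e-06 for proliferation, 2.0e-04 for erythroid and 0.0068 for receptor and chaperone genes. The last 2 had 0.20 each with an estimated correlation. The median of the erythroid list was -0.28, and -0.14 without HNK 3. That of the receptor and chaperone list was -0.09, and it ran from -0.30 without MUP 1 to -0.001 without MUP 2. Without both arrays that stood apart in skeletal muscle genes, the erythroid list had an adjusted p of 0.061 and the receptor and chaperone list 0.054, and the latter had 0.065 without MUP 2 alone. Of the 21 genes of Fig. 2B, 16 were among the probe sets that passed both ratios here and 18 rose in MUP against WT, with 21 higher when adjusted over the list alone. In HNK against MUP 17 of them had an unadjusted limma p under 0.05, none passed after adjustment over all genes and 17 were lower when adjusted over the list alone. The study chose this list on these arrays, so it is not independent evidence of a direction.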

**Figure 3:**
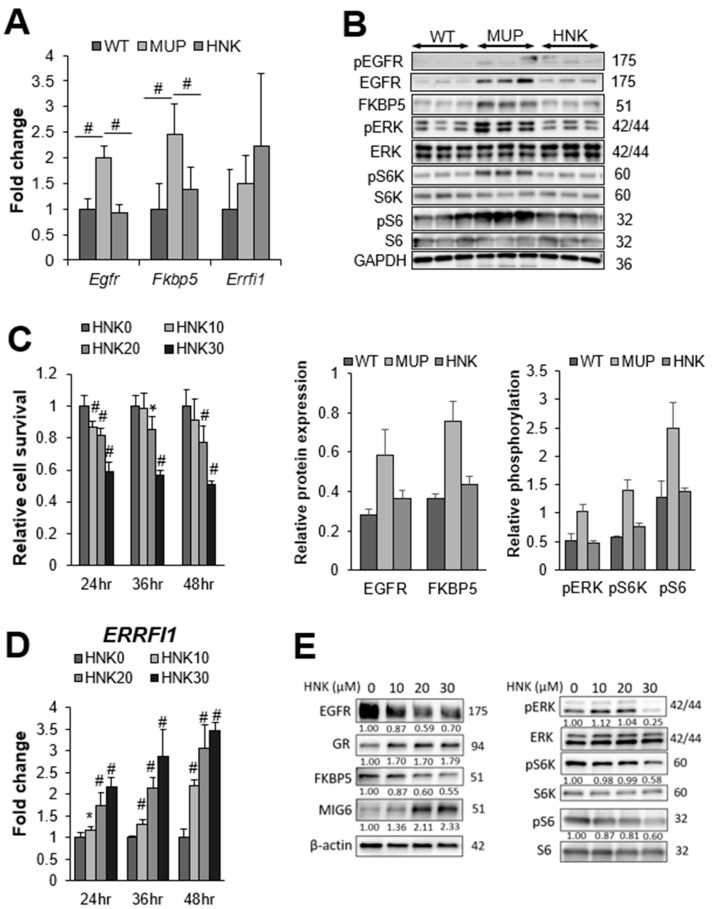
Honokiol (HNK) treatment suppresses epidermal growth factor receptor (EGFR) signaling in the non-alcoholic steatohepatitis (NASH) liver. (**A**) Relative expression of *Egfr*, *FK506 binding protein 5 (Fkbp5),* and *ERBB receptor feedback inhibitor 1 (ERRFI1)* mRNAs in non-tumor livers from major urinary protein (MUP)-urokinase type plasminogen activator (uPA) transgenic mice receiving vehicle control (MUP) or HNK and their wild-type (WT) littermates receiving vehicle control (*n* = 5 per group). All mice were fed a high-fat diet (HFD) from 6 weeks of age until sacrifice at 40 weeks of age. Results are presented as the mean ± SD (# *p* < 0.01). (**B**) Immunoblot analysis of the non-tumor liver extracts from WT, MUP, and HNK mice. Protein expression and phosphorylation of EGFR signaling-related molecules, and FKBP5 are presented (*n* = 3 per group). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as a loading control. (**C**) Relative cell viability and proliferation, and (**D**) relative *ERRFI1* mRNA expression in Hep3B cells 24, 36, and 48 h after incubation with 0, 10, 20, or 30 μM HNK. All graphs represent the mean ± SD (* *p* < 0.05, # *p* < 0.01 vs. HNK0 condition at the same time course). (**E**) Immunoblot analysis of Hep3B cells 24 h after incubation with the indicated concentrations (μM) of HNK. Protein expression and phosphorylation of EGFR signaling-related molecules are presented. β-actin was used as a loading control.

**Figure 4:**
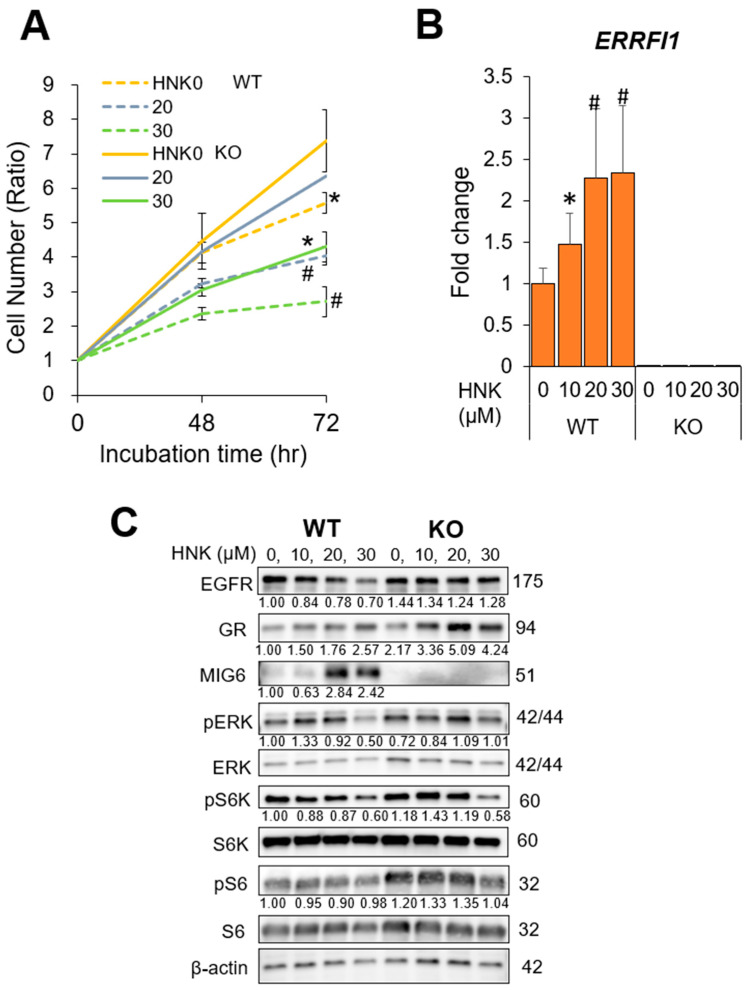
Mitogen-inducible gene 6 (MIG6) knockout (KO) abrogates the inhibitory effects of honokiol (HNK) on hepatocellular carcinoma (HCC) cell proliferation.(**A**) Viability and proliferation of parental and CRISPR MIG6 KO Hep3B cells 48 and 72 h after incubation with 0, 20, or 30 μM HNK. (**B**) Relative mRNA expression of *ERBB receptor feedback inhibitor 1* (*ERRFI1*) in HCC cells treated with 0, 10, 20, or 30 μM HNK (WT, wild-type Hep3B cells; KO, CRISPR MIG6-knockout clone cells). (**C**) Immunoblot analysis of parental and CRISPR MIG6 KO Hep3B cells 24 h after incubation with the indicated concentrations of HNK. Protein expression and phosphorylation of EGFR signaling-related molecules are presented with β-actin as a loading control. All graphs represent the mean ± SD (* *p* < 0.05, # *p* < 0.01 vs. the same cells without HNK treatment (HNK0, A) or vs. WT cells (HNK0, B)).

**Figure 5:**
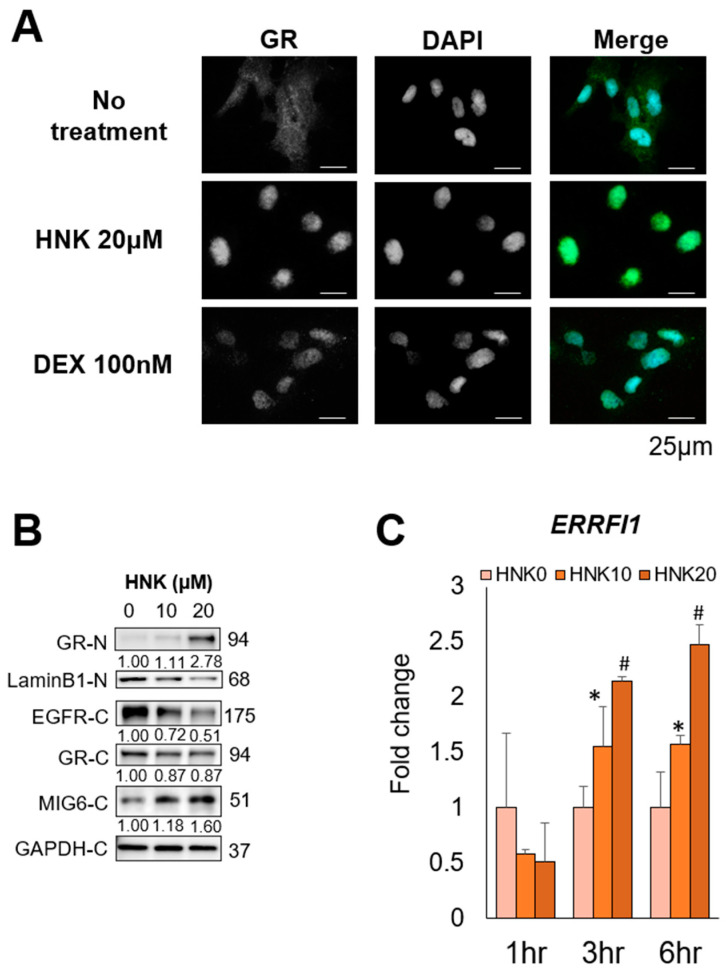
Honokiol (HNK) induces glucocorticoid receptor (GR) nuclear translocation, leading to mitogen-inducible gene 6 (MIG6) induction in Hep3B cells. (**A**) Subcellular localization of GR in Hep3B cells 2 h after incubation with the vehicle, 20 μM HNK, or 100 nM dexamethasone (DEX) was examined via immunofluorescence staining. 4′,6-Diamidino-2-phenylindole (DAPI) was used for nuclear counterstaining. (**B**) Immunoblot analysis of nuclear (-N) and cytoplasmic (-C) extracts from Hep3B cells 9 h after incubation with 0, 10, or 20 μM HNK. Protein expression of GR, epidermal growth factor receptor (EGFR), and MIG6 was examined. Lamin B1 (nuclear) and GAPDH (cytoplasmic) were used as loading controls. (**C**) Relative expression of *ERRFI1* mRNA in Hep3B cells treated with the indicated concentrations of HNK. All graphs represent the mean ± SD (* *p* < 0.05, # *p* < 0.01 vs. HNK0 condition at the same time course).

**Figure 6:**
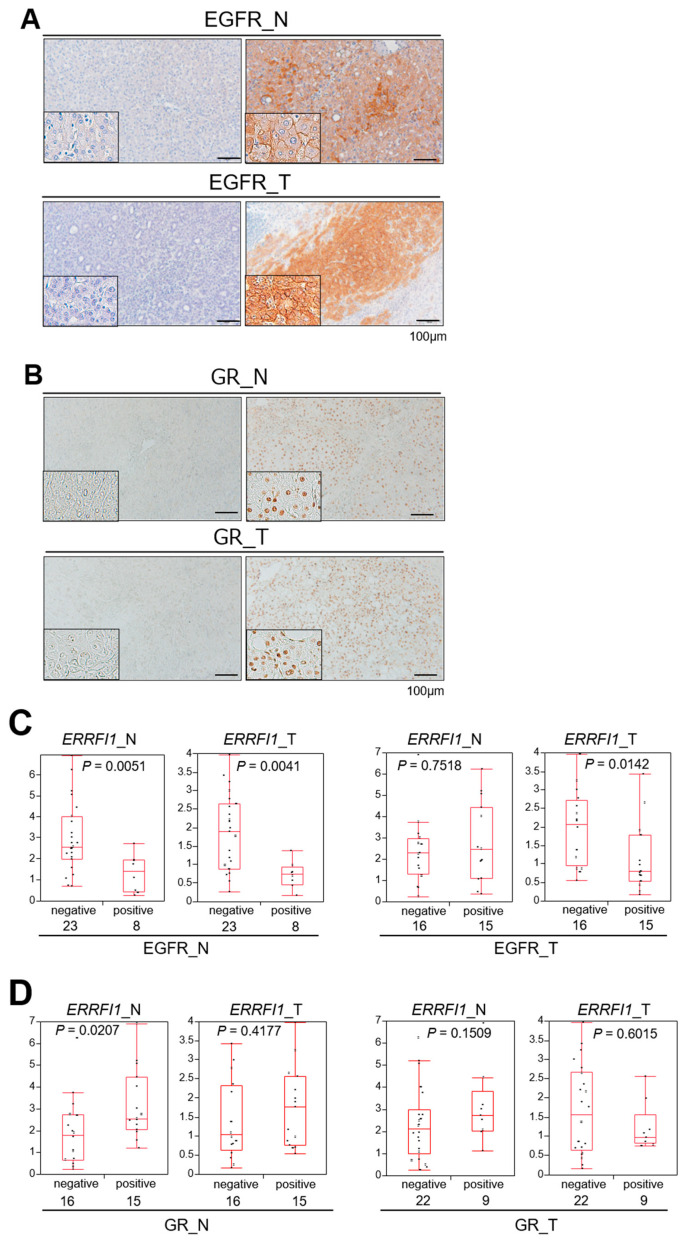
Glucocorticoid receptor (GR) activation and *ERBB receptor feedback inhibitor 1* (*ERRFI1*) expression are inversely correlated with epidermal growth factor receptor (EGFR) expression in human hepatocellular carcinoma (HCC). (**A**,**B**) Representative images of EGFR (A) and glucocorticoid receptor (GR; B) immunohistochemistry of non-tumor HCC adjacent tissue (N: left panels) and HCC (T: right panels). All samples were obtained via surgical resection in patients diagnosed with HCC. (**C**,**D**) Correlation between *ERRFI1* mRNA expression and positivity for EGFR (C) or GR (D) in non-tumor (N) and tumor (T) tissues. Each box plot depicts the median and quartiles. Whiskers indicate the furthest point within 1.5 × the interquartile range (the third quartile minus the first quartile) from the box.

**Figure 7:**
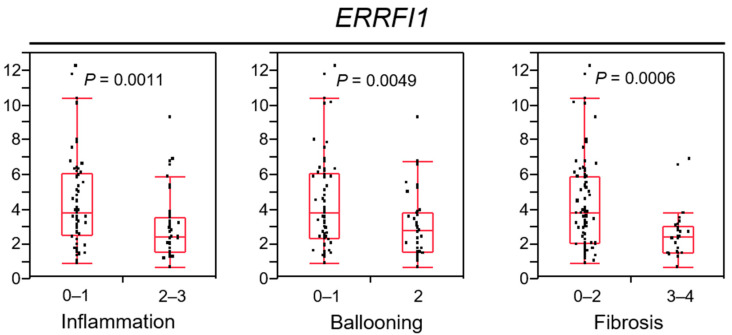
*ERBB receptor feedback inhibitor 1* (*ERRFI1*) expression decreases in parallel with non-alcoholic steatohepatitis (NASH) progression.

**Figure 8:**
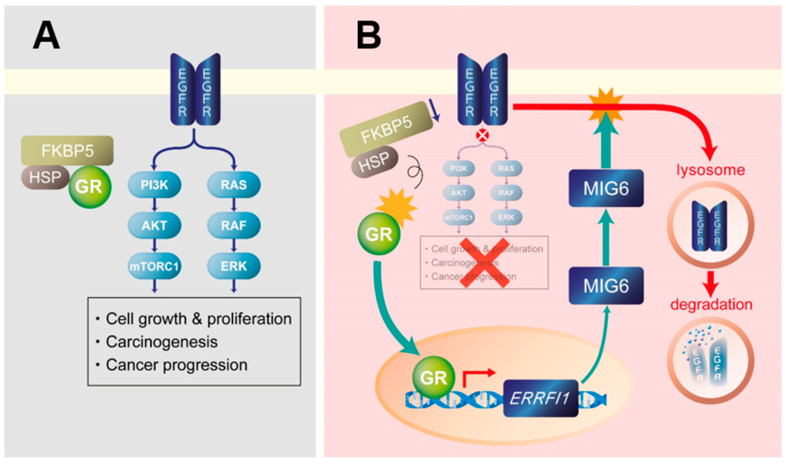
Proposed mechanism of glucocorticoid receptor (GR)–mitogen-inducible gene 6 (MIG6)-mediated epidermal growth factor receptor (EGFR) degradation and suppression by honokiol. (**A**) EGFR signaling plays a pivotal role in liver tumorigenesis by activating RAS/RAF/ERK and mechanistic (or mammalian) target of rapamycin complex 1 (mTORC1) signaling. FK506 binding protein 5 (FKBP5) and heat shock protein (HSP) cooperate to stabilize GR and inhibit its nuclear translocation in EGFR-expressing hepatocellular carcinoma cells. (**B**) Honokiol may cause GR to dissociate from the FKBP5/HSP complex. Once GR becomes free, it translocates to the nucleus and induces MIG6/*ERRFI1* transcription to eventually cause the lysosomal degradation of EGFR. As a result, EGFR signaling and its downstream targets RAS/RAF/ERK and mTORC1 are suppressed.

## Data Availability

The raw data for RNA array in this study have been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE163692.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/13/7/1515/s1. Figure S1: HNK treatment decreases body weight gain and attenuates liver injury in MUP-uPA mice, Figure S2: Honokiol induces *ERRFI1* induction in HCC cells, Figure S3: MIG6 knockout abrogates the inhibitory effects of HNK on Huh6 cell proliferation, Figure S4: Honokiol treatment suppresses EGFR signaling, Figure S5: HNK induces glucocorticoid receptor (GR) nuclear translocation, leading to mitogen-inducible gene 6 (MIG6) induction in Huh6 cells, Figure S6: Honokiol does not rapidly induce *EGFR* or *NR3C1* mRNA expression, Figure S7: EGFR translocates into lysosome and accumulated within perinuclear compartment upon HNK exposure, Figure S8: Honokiol treatment attenuates lipid accumulation, Figure S9: Honokiol treatment attenuates HCC development in DEN-HFD mice, Table S1. Differentially expressed genes between HFD-fed MUP-uPA and HFD-fed wild type mouse livers, Table S2. GR activation and *ERRFI1* expression are inversely correlated with EGFR expression in human HCC, Table S3. Characteristics of 105 patients with non-alcoholic fatty liver disease (NAFLD), File 1. Uncropped western blots figures

# Supplementary material for: Honokiol Prevents Non-Alcoholic Steatohepatitis-Induced Liver Cancer via EGFR Degradation through the Glucocorticoid Receptor—MIG6 Axis
**Source:** Cancers (Basel). 2021 Mar 25;13(7):1515. doi: 10.3390/cancers13071515

# Fig3B

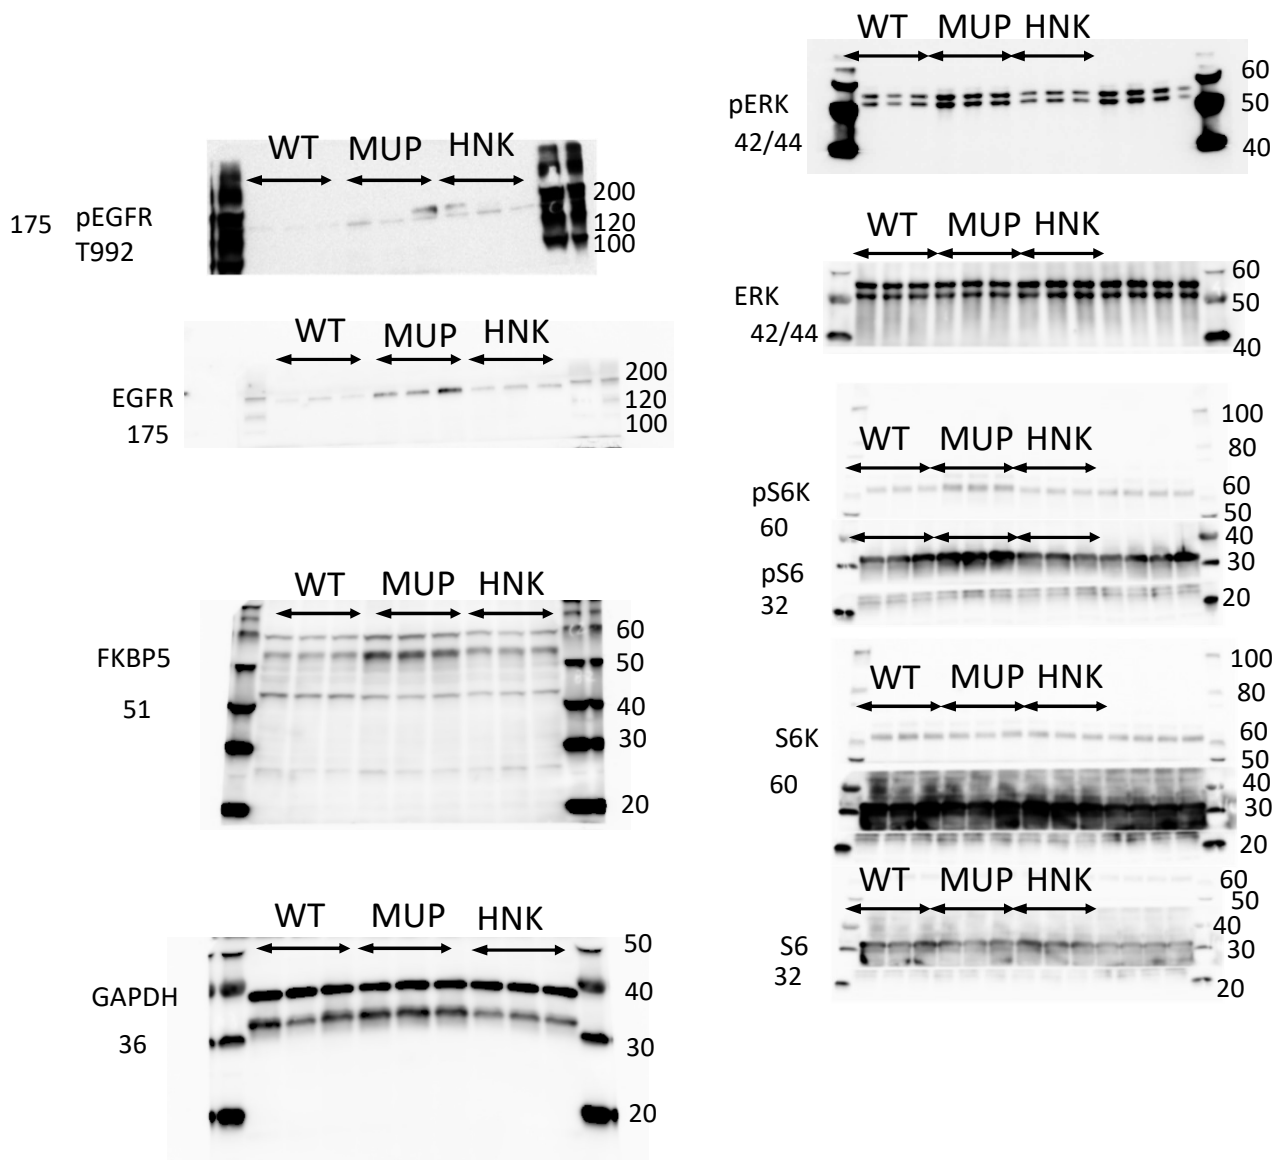

The antibodies used for immunoblotting are listed in the Supplementary Materials and Methods.

Fig3E

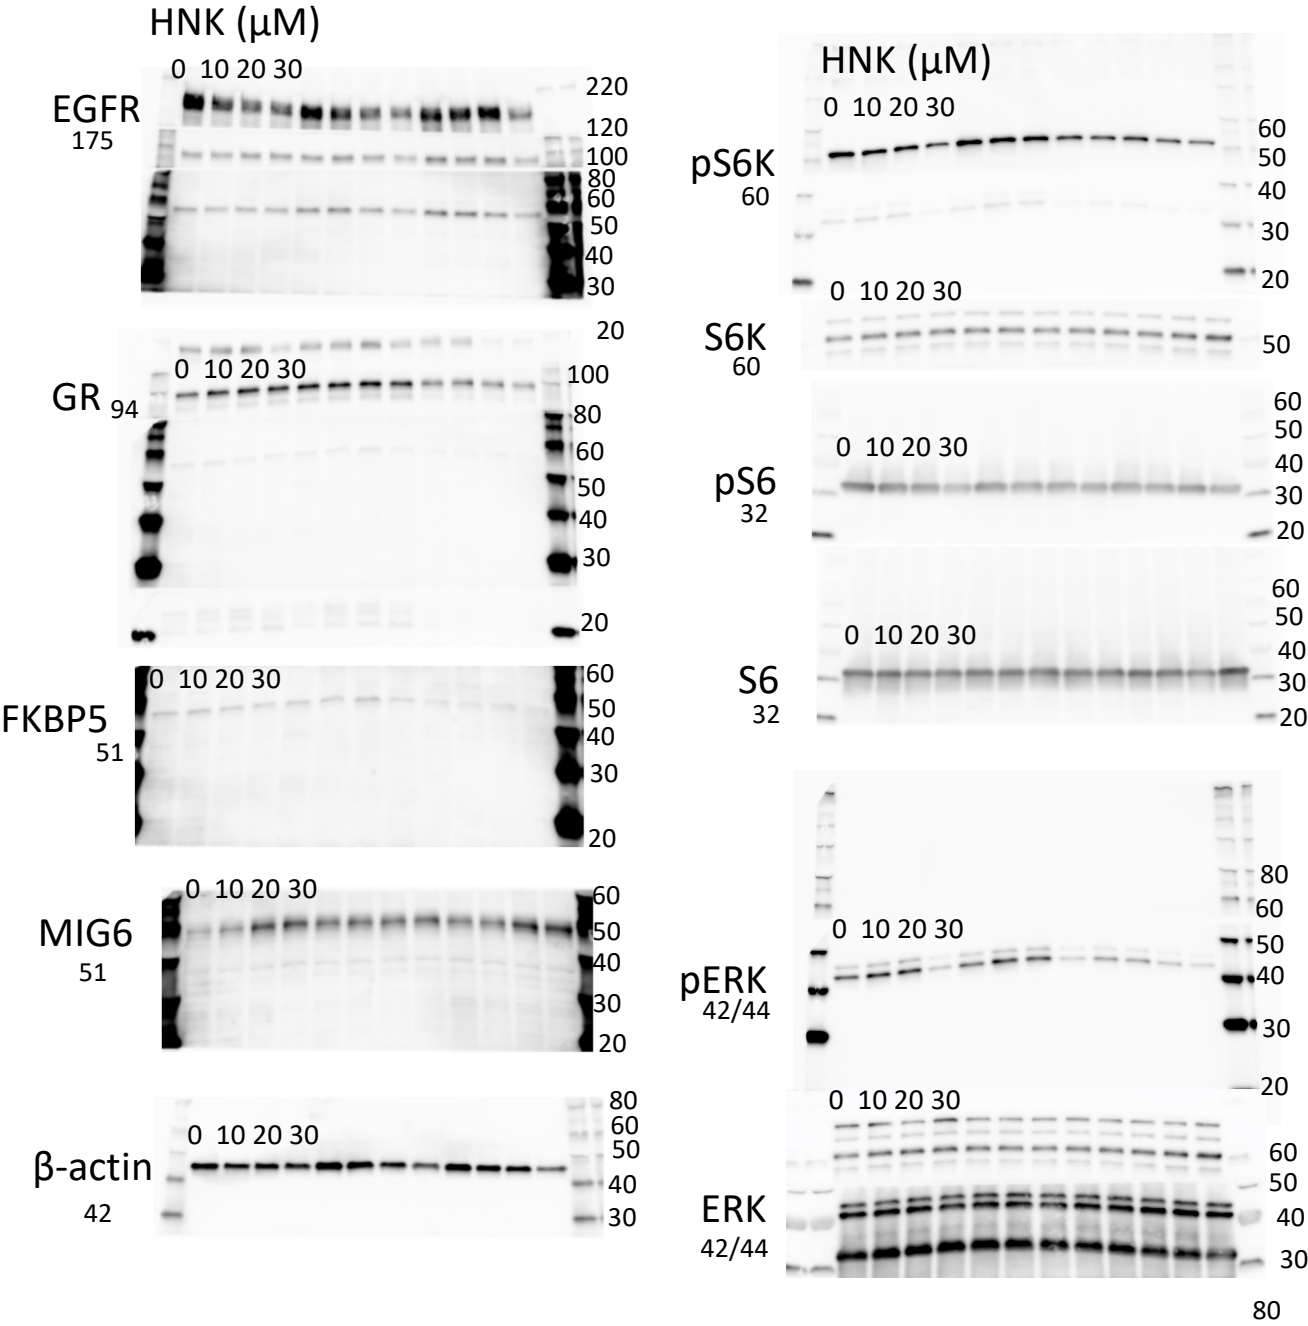

Fig4C

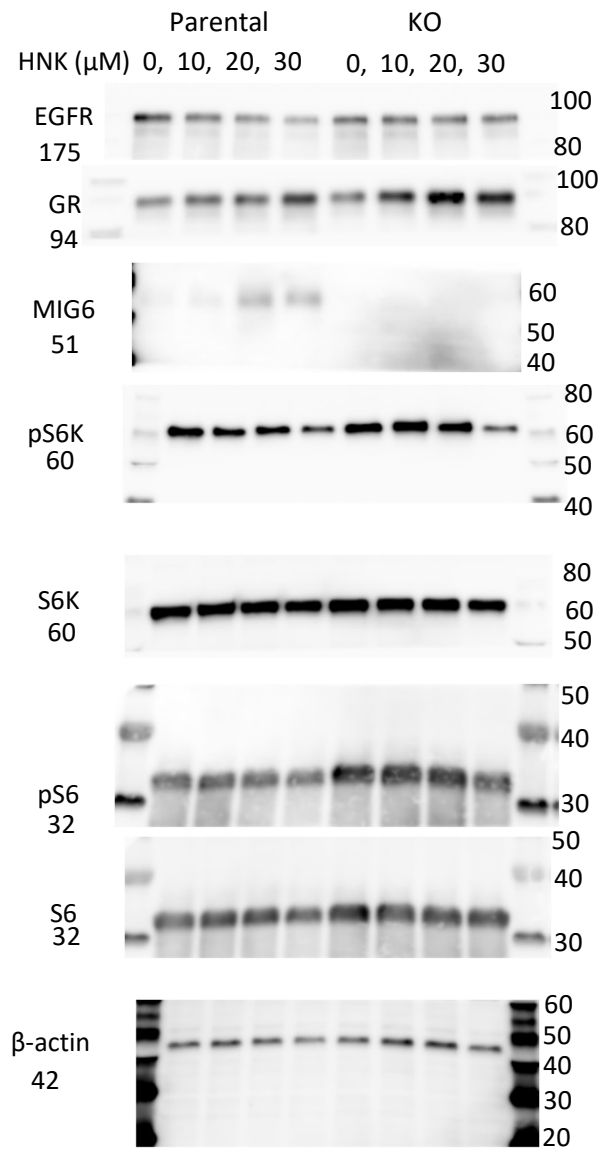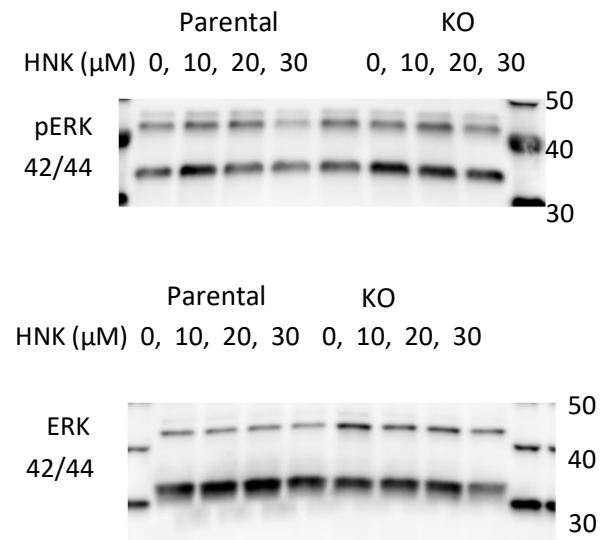

Fig5B

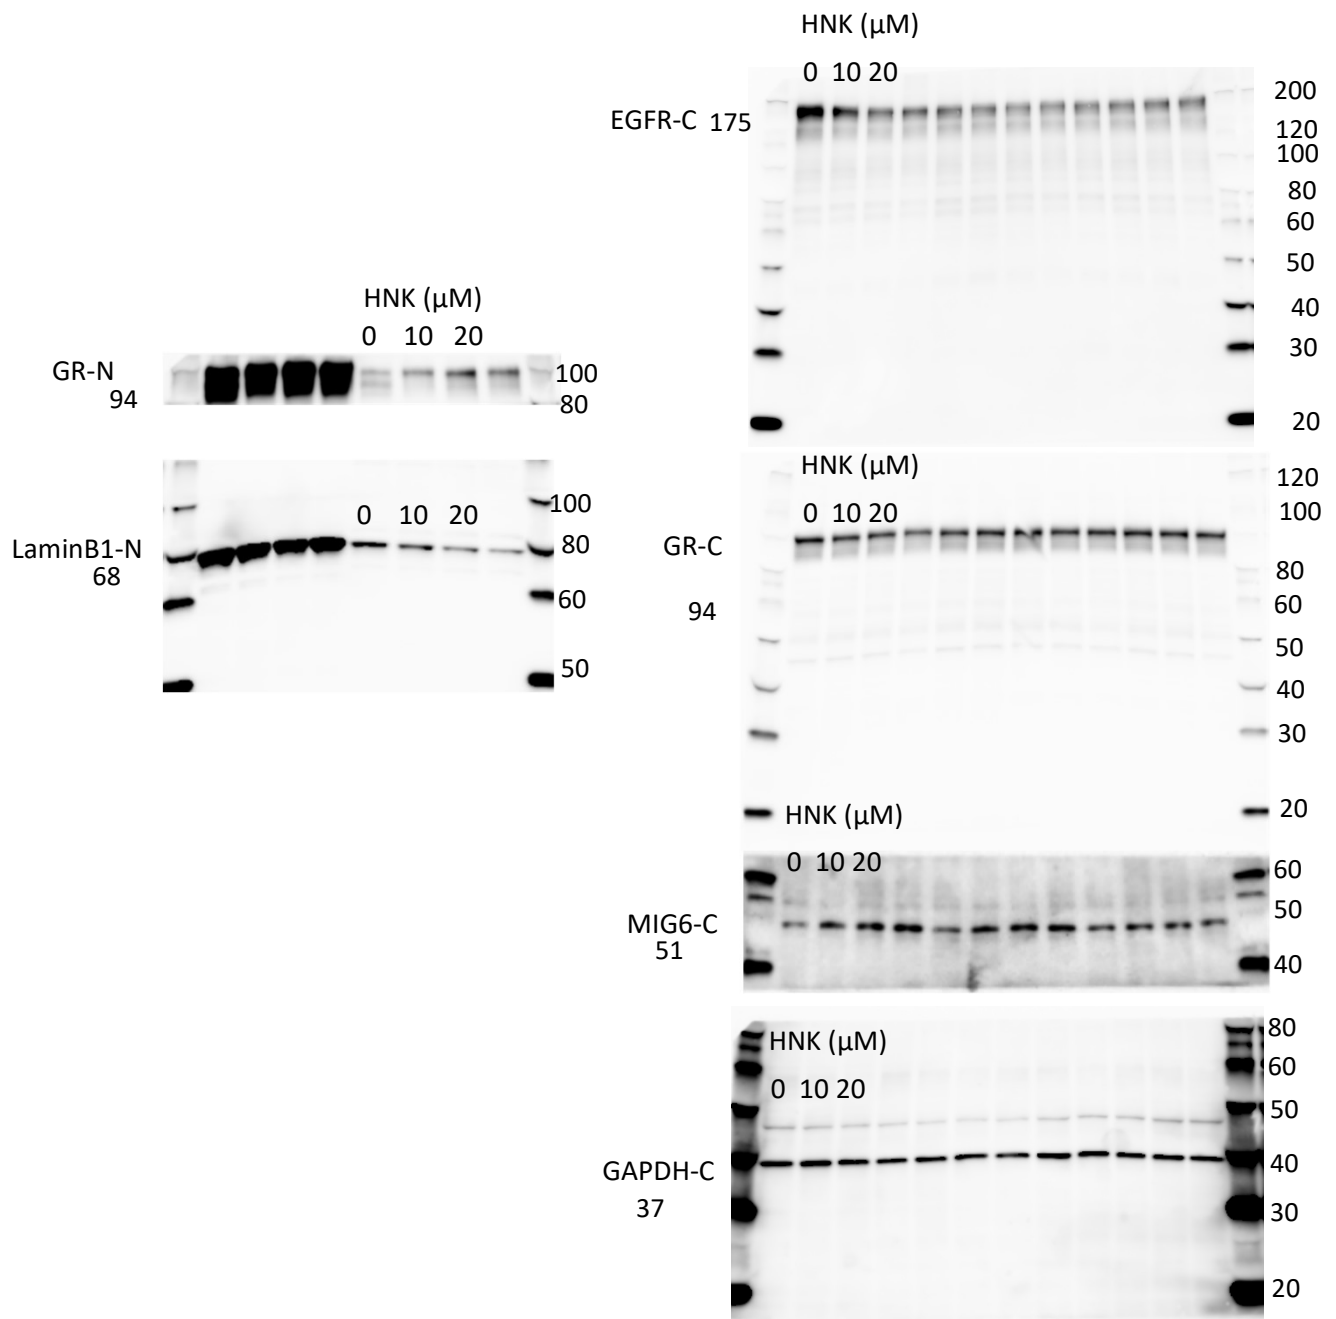

# Figure S3C

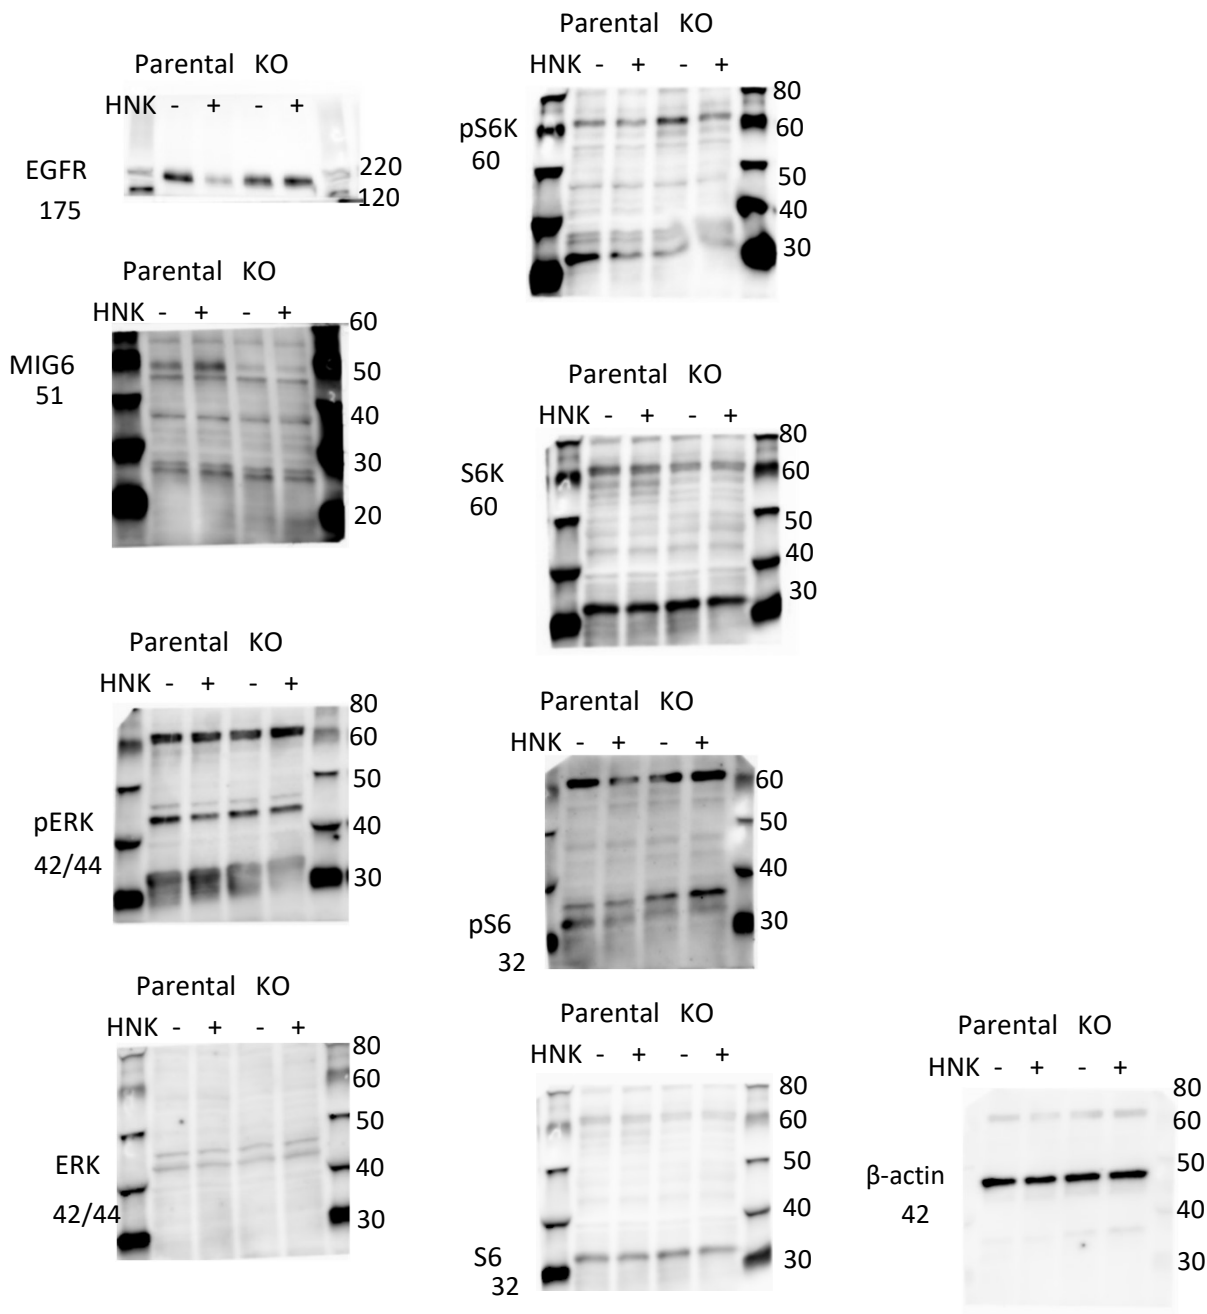

# Figure S4A-Hep3B

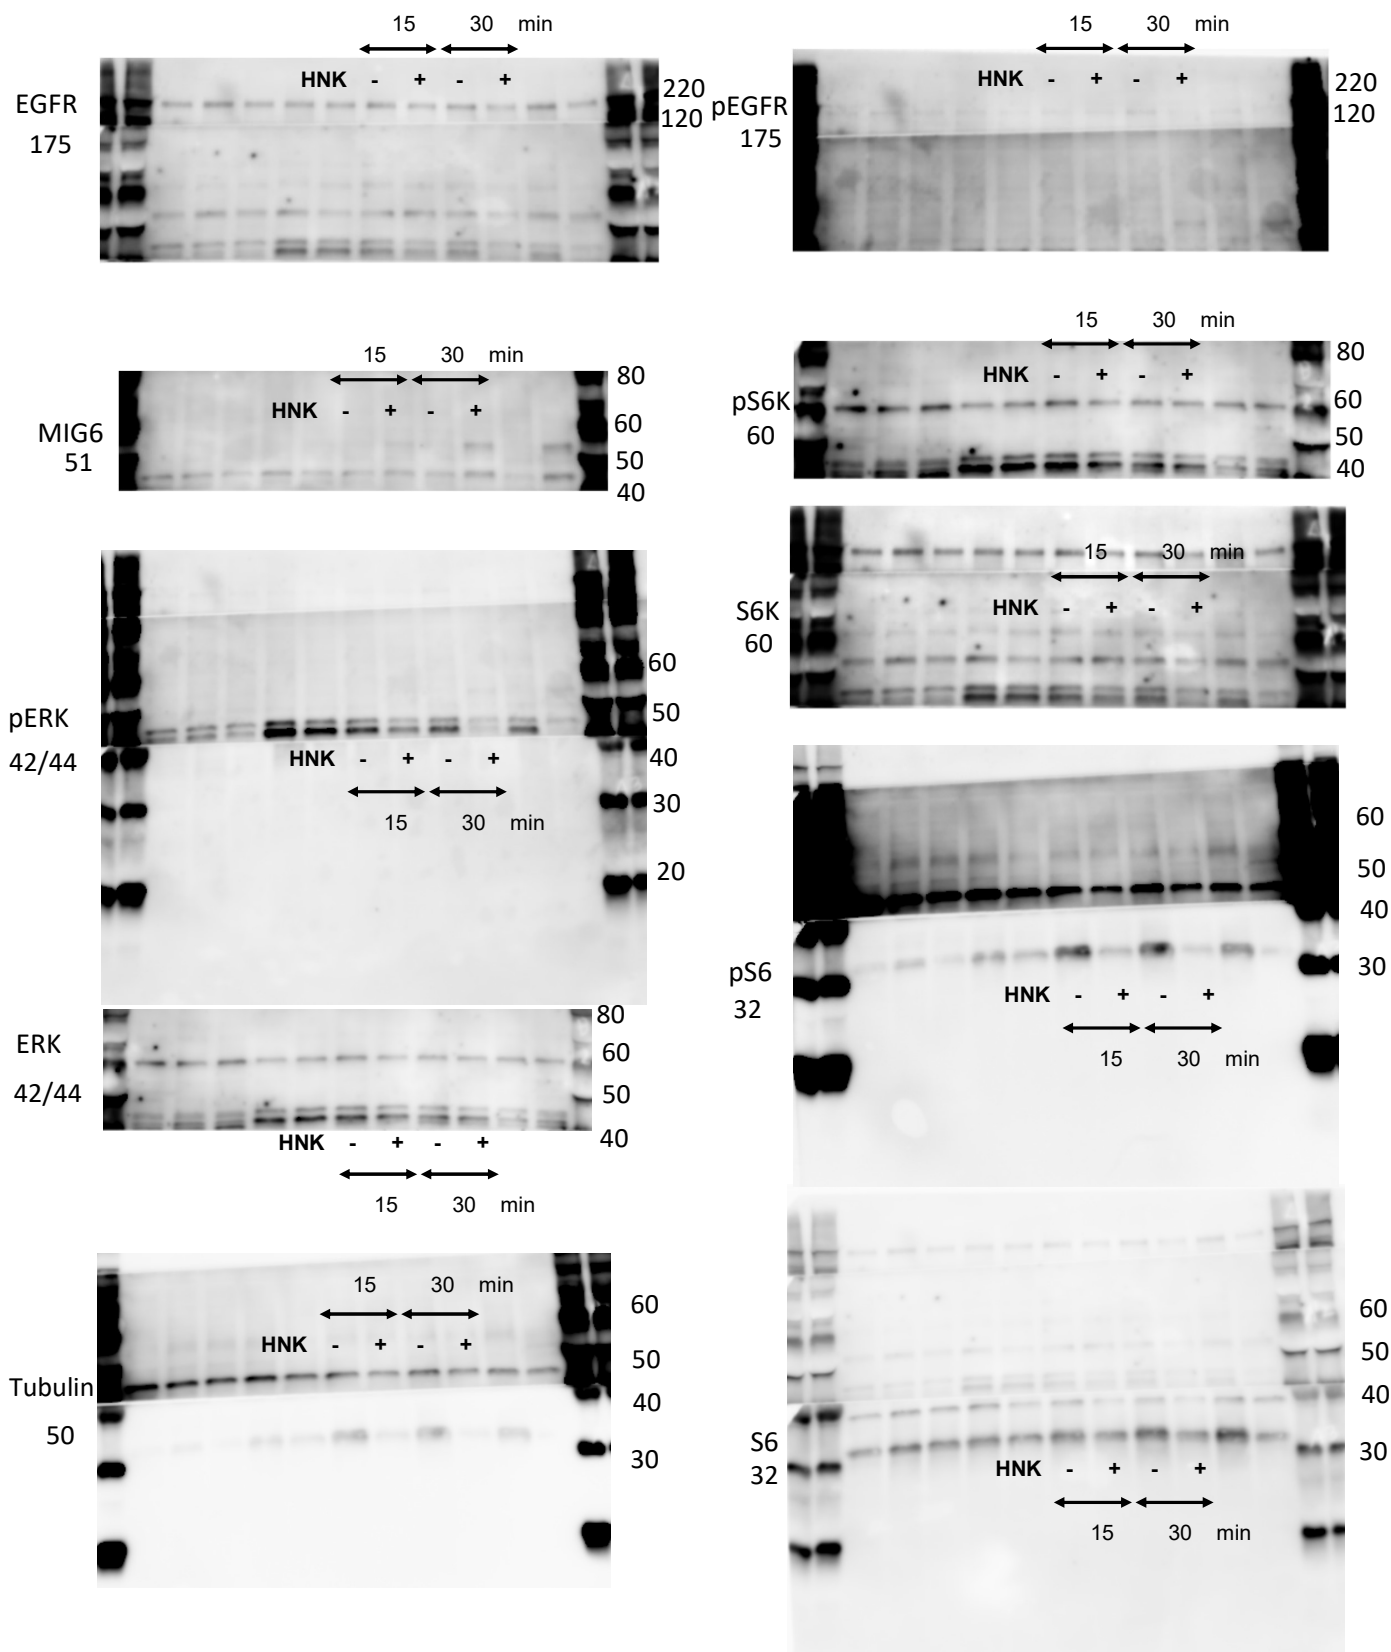

# Figure S4B-Huh6

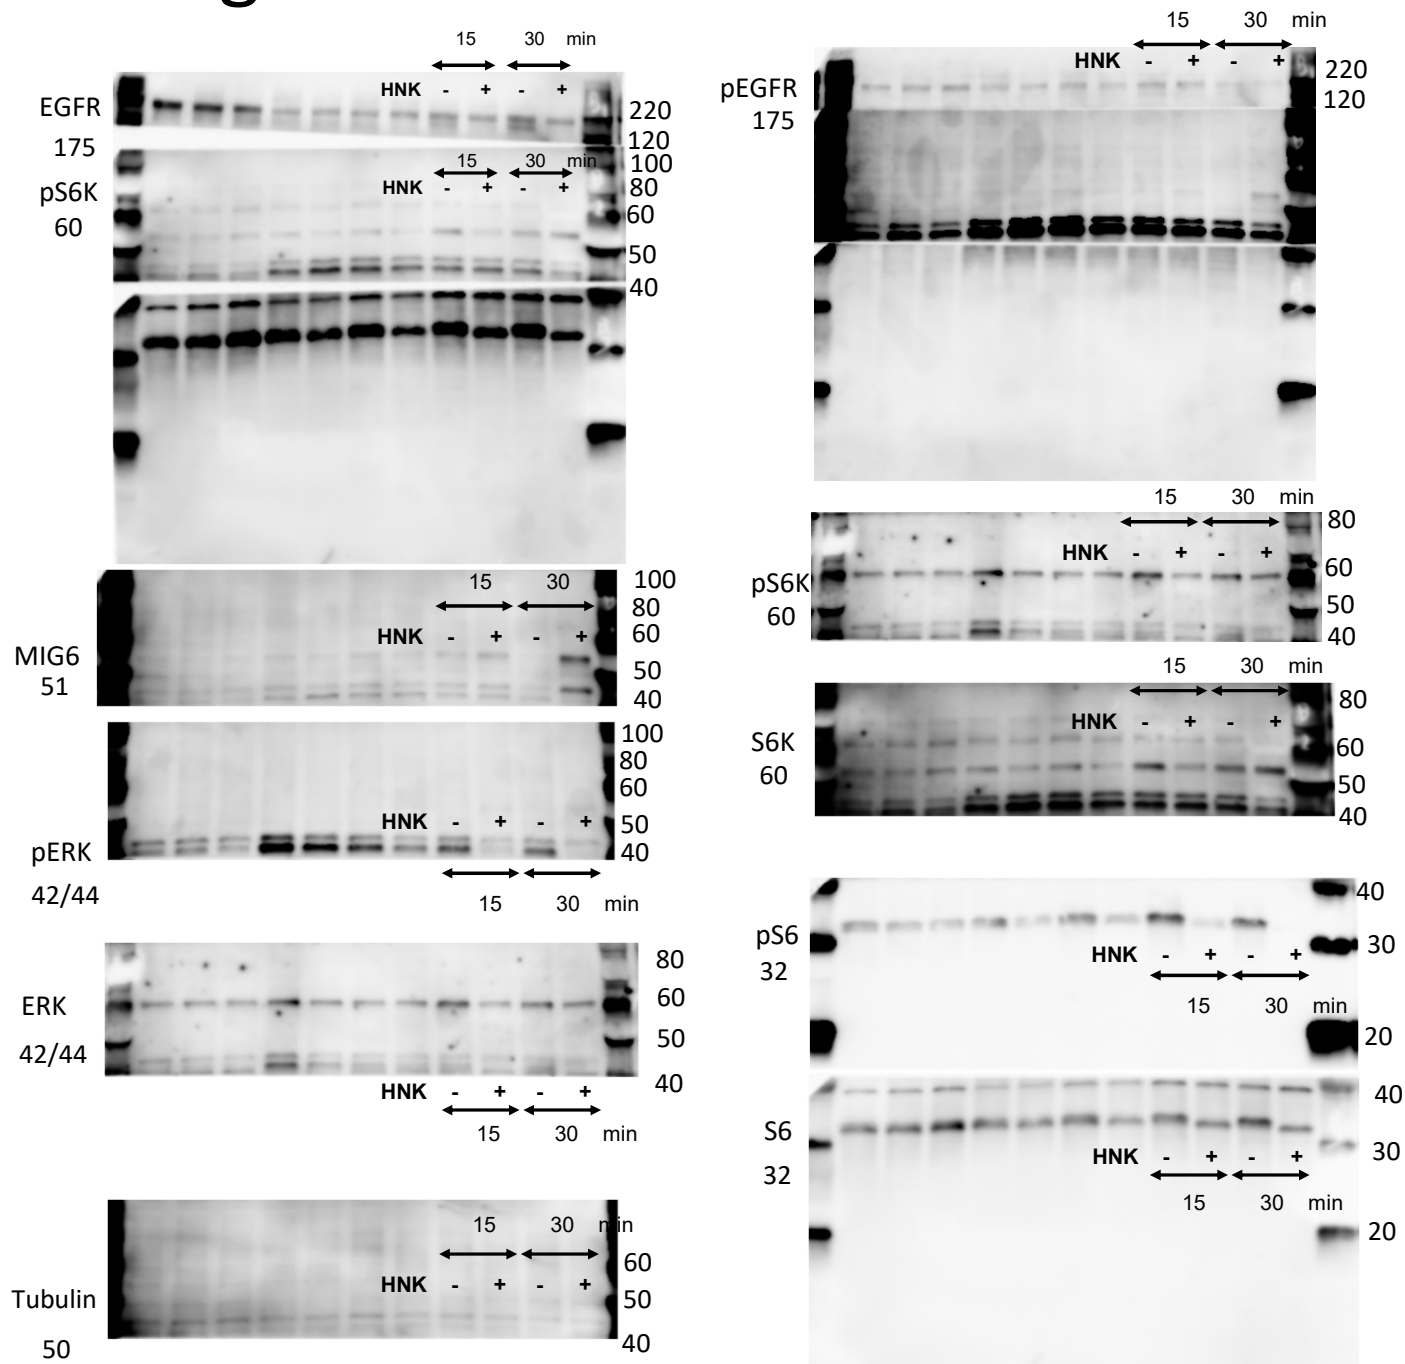

Figure S5B

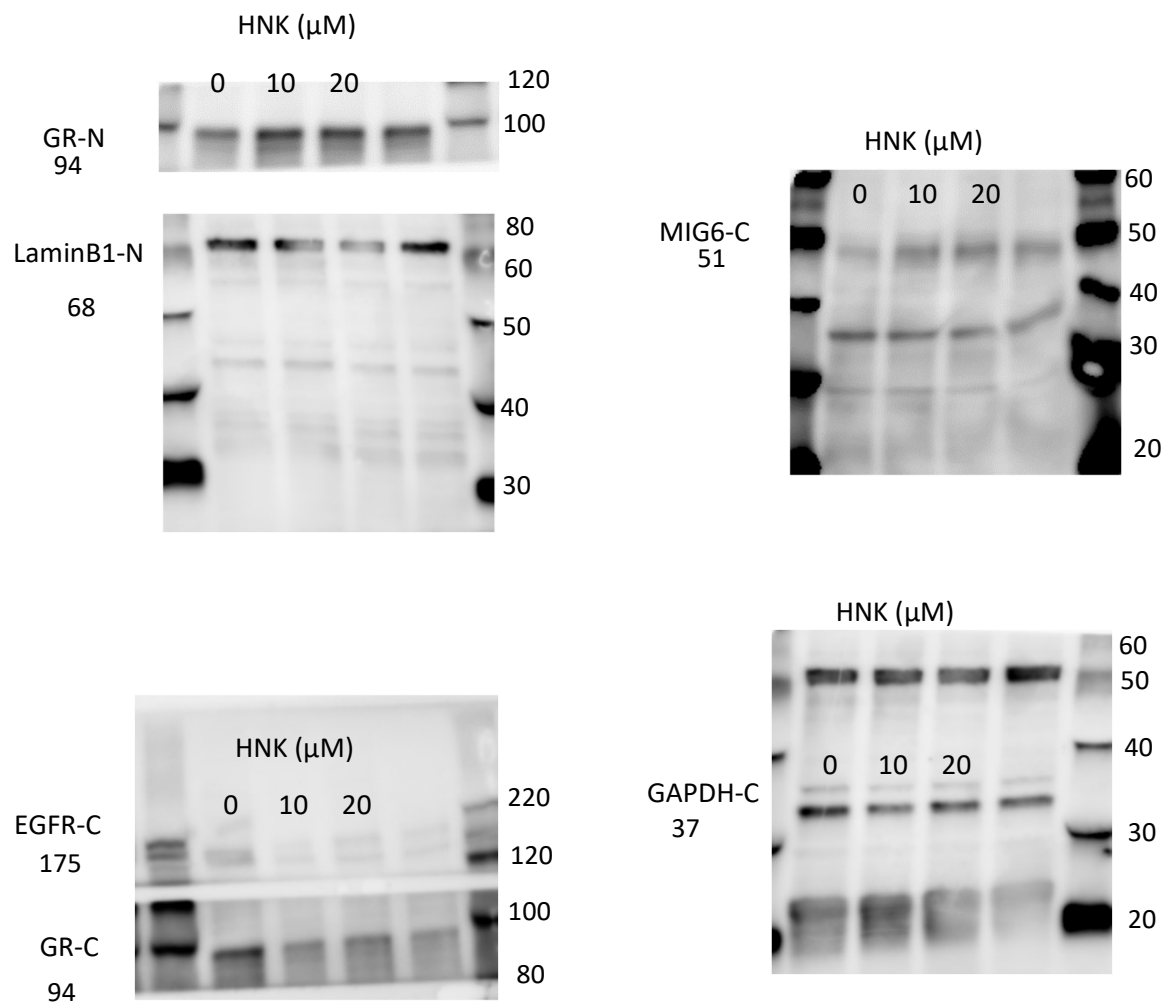

**Supplement:** Supplementary file 1

# Supplementary material for: Honokiol Prevents Non-Alcoholic Steatohepatitis-Induced Liver Cancer via EGFR Degradation through the Glucocorticoid Receptor—MIG6 Axis
**Source:** Cancers (Basel). 2021 Mar 25;13(7):1515. doi: 10.3390/cancers13071515
**Supplement:** Supplementary file 1

Article

Honokiol Prevents Non-Alcoholic Steatohepatitis-Induced Liver Cancer via EGFR Degradation through the
Glucocorticoid Receptor—MIG6 Axis

**Supplementary Materials and Methods**

**Animals and liver analysis**

After mice were sacrificed, their livers were removed and separated into individual lobes. Externally visible tumors (>1 mm) were counted and measured. Large lobes were fixed in 10% formalin for 24–48 hours or embedded in Tissue-Tek OCT compound (Sakura Finetek) for paraffin or frozen block preparation, respectively. Paraffin-embedded liver tissues were used for H&E and Sirius red staining. Sirius red staining (sirius red F3B, #365548, Sigma-Aldrich) was performed to quantitate the amount of collagen fibers. Frozen tissue sections were stained with Oil red O (ORO, #O1391, Sigma-Aldrich) for lipid detection. Sirius Red-, Oil red O-positive areas were counted in 6–10 random fields (×100 or ×200) on each slide (1). All the quantification results are depicted in the bar graphs. Remaining lobes were micro-dissected into tumor and nontumor tissue and stored at ‐80 °C until analyzed.

**Immunohistochemistry (IHC) and immunofluorescent (IF) analysis**

IHC analysis was performed as described previously (2). Briefly, after human liver slides were deparaffinized, antigen retrieval was performed for 30 min with protease solution at room temperature (RT) for anti-EGFR antibody (#423701, Nichirei Biosciences, Tokyo, Japan) or citrate buffer at 96 °C for anti-GR antibody (#24050-1-AP, Proteintech Group, IL, USA). After cooling and washing with PBS, the slides were incubated with hydrogen peroxide at RT for 10min to block endogenous peroxidase activity. After washing with PBS, the slides were incubated with blocking solution (#X0909, DAKO/Agilent, CA, USA) for 30 min, then incubated at 4 °C overnight with antibodies diluted in the antibody diluent buffer (#S0809, DAKO/Agilent, CA, USA). After washing with PBS, the slides were incubated with corresponding secondary antibodies with HRP-labeled polymer for 1 hour followed by PBS washes, then developed with DAB chromogen for 2 min at RT. For EGFR staining, counterstaining with hematoxylin and rinse in running tap water for 5 min were performed. After dehydration, clearing and mounting were performed, the slides were extensively examined by BX-50 microscopy (Olympus Corporation, Tokyo, Japan). Oleic acid (#O3008, Sigma-Aldrich), BODIPY (#D3922, Thermofisher), anti-LAMP1 antibody (#sc-19992, Santa-Cruz) were used for IF analysis.

# List of primers used for quantitative RT-PCR

| **Species** | **Target Gene** | **Sequence (5' - 3')** | |
| --- | --- | --- | --- |
| human | *EGFR* | forward | AGGCACGAGTAACAAGCTCAC |
| human | *EGFR* | reverse | ATGAGGACATAACCAGCCACC |
| human | *FKBP5* | forward | AATGGTGAGGAAACGCCGATG |
| human | *FKBP5* | reverse | TCGAGGGAATTTTAGGGAGACT |
| human | *NR3C1* | forward | ACAGCATCCCTTTCTCAACAG |
| human | *NR3C1* | reverse | AGATCCTTGGCACCTATTCCAAT |
| human | *ERRFI1* | forward | CTGGAGCAGTCGCAGTGA |
| human | *ERRFI1* | reverse | GCCATTCATCGGAGCAGATTTG |
| human | *ERRFI1* (for CRISPR knockout cells) | forward | GACCCACCGAAGATTAAGAAGG |
| human | *ERRFI1* (for CRISPR knockout cells) | reverse | GGTCTAGGAGGTATGGGAACTCT |
| human | *GAPDH* | forward | TGACAACTTTGGTATCGTGGAAGG |
| human | *GAPDH* | reverse | AGGCAGGGATGATGTTCTGGAGAG |
| human | *GUSB* | forward | GTCTGCGGCATTTTGTCGG |
| human | *GUSB* | reverse | CACACGATGGCATAGGAATGG |
| mouse | *Egfr* | forward | GCCATCTGGGCCAAAGATACC |
| mouse | *Egfr* | reverse | GTCTTCGCATGAATAGGCCAAT |
| mouse | *Fkbp5* | forward | TGAGGGCACCAGTAACAATGG |
| mouse | *Fkbp5* | reverse | CAACATCCCTTTGTAGTGGACAT |
| mouse | *Nr3c1* | forward | AGCTCCCCCTGGTAGAGAC |
| mouse | *Nr3c1* | reverse | GGTGAAGACGCAGAAACCTTG |
| mouse | *Errfi1* | forward | TGGCCTACAATCTGAACTCCC |
| mouse | *Errfi1* | reverse | GACCACACTCTGCAAAGAAGT |
| mouse | *Gapdh* | forward | AACTTTGGCATTGTGGAAGG |
| mouse | *Gapdh* | reverse | CCCTGTTGCTGTAGCCGTAT |
| mouse | *Gusb* | forward | GGGTCAGTGTGTTGTTGATGG |
| mouse | *Gusb* | reverse | GCAGTTGTGTGGGTGAATGG |

**Human HCC cells**

Hep3B and Huh6 cells were incubated with honokiol as indicated concentration and time course. For assays with Cell Count Reagent SF, the cells were seeded in 96-well plates. After 12hours, the cells were washed with PBS and the medium was changed to either 100 μL of DMEM with control solution or HNK. After 24, 36, or 48 hour incubation, 10μL of WST-8 (a water-soluble tetrazolium dye) solution was added to the wells, then incubated for another 2 hours. The absorbance at 450 nm was measured to calculate relative cell viabilities.

**Clonal line generation of MIG6/ERBB receptor feedback inhibitor 1 (ERRFI1)-knockout (KO) HCC cells**

Twenty-four hours after transfection, medium was replaced with fresh one. Mutation detection was performed with T7 Endonuclease I using the Alt-R Genome Editing Detection Kit (Integrated DNA Technologies, IA, USA) according to the manufacturer’s instructions. Clonal cell lines were established from the bulk cells by manual colony picking. For manual colony picking, transfected cells were seeded at clonal density (250 cells per 35 mm dish) and incubated in the complete media for around 14 days for colony formation. From each dish, we picked 50 colonies manually with a P20 pipette. Colonies were later plated into 96-well plates and scaled up to larger dishes gradually. At 35 mm dish, cells were harvested and analyzed for successful knockout by immunoblot analysis with anti-MIG6 antibody. Among established clones, AC2E5 clone cells were used for further analysis.

**IDT Alt-R CRISPR-Cas9 system**

| Alt-R CRISPR-Cas9 crRNA, 2 nmol, Hs.Cas9.ERRFI1.1.AC |
| --- |
| Alt-R Cas9 HPRT Positive Ctrl crRNA Human, 2 nmol |
| Alt-R Genome Editing Detection Kit, 25 rxn |
| Alt-R S.p. HiFi Cas9 Nuclease V3, 100 µg |
| Alt-R CRISPR-Cas9 tracrRNA, 5 nmol |
| Alt-R HPRT PCR Primer Mix, Human, 2 nmol |
| Alt-R Cas9 Negative Control crRNA #1, 2 nmol |
| Alt-R CRISPR-Cas9 Control Kit, Human, 2 nmol |

**Antibodies for immunoblotting**

| Target | Catalog# | Company |
| --- | --- | --- |
| pEGFR tyr992 | 2235 | Cell signaling technology |
| EGFR | 4267 | Cell signaling technology |
| FKBP5 | 12210 | Cell signaling technology |
| GR | 24050-1-AP | Proteintech Group |
| MIG6 | 2440 | Cell signaling technology |
| pERK | 9101 | Cell signaling technology |
| ERK | 4695 | Cell signaling technology |
| S6K | 9202 | Cell signaling technology |
| pS6K Thr389 | 9205 | Cell signaling technology |
| pS6 | 4858 | Cell signaling technology |
| S6 | 2217 | Cell signaling technology |
| GAPDH | 5174 | Cell signaling technology |
| β-actin | A1978 | Sigma-Aldrich |
| laminB1 | 12586 | Cell signaling technology |
| Anti-rabbit IgG, HRP-linked | 7074 | Cell signaling technology |
| Anti-mouse IgG, HRP-linked | 7076 | Cell signaling technology |

**Supplementary Figures and Tables**

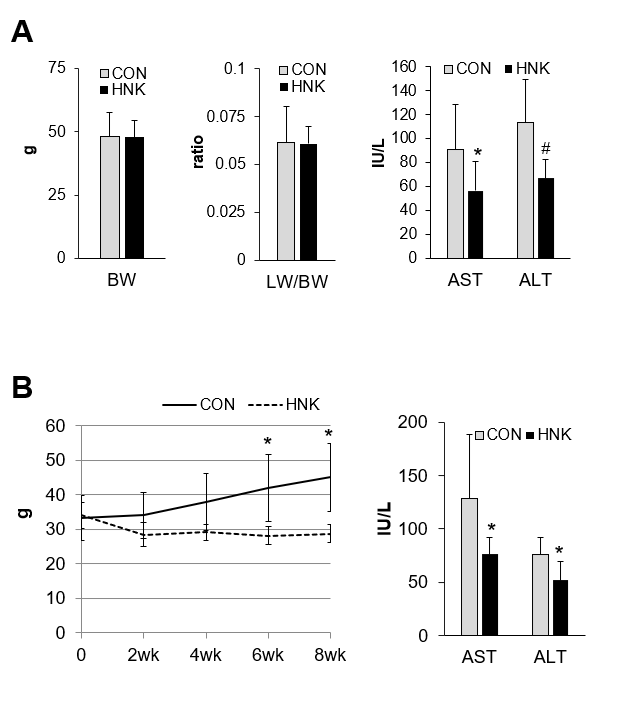

**Figure S1.** HNK treatment decreases body weight gain and attenuates liver injury in MUP-uPA mice. (A) Body weight (BW), liver weight / body weight ratio (LW / BW), serum AST and ALT levels of the HFD-fed MUP-uPA mice at 40 weeks of age after 8 weeks treatment with HNK or control. (B) Body weight change (left) and serum AST/ALT levels (right) of the HFD-fed MUP-uPA mice during HNK treatment from 12 to 20 weeks of age. All graphs represent means +/- SD (* *p* < 0.05, # *p* < 0.01).

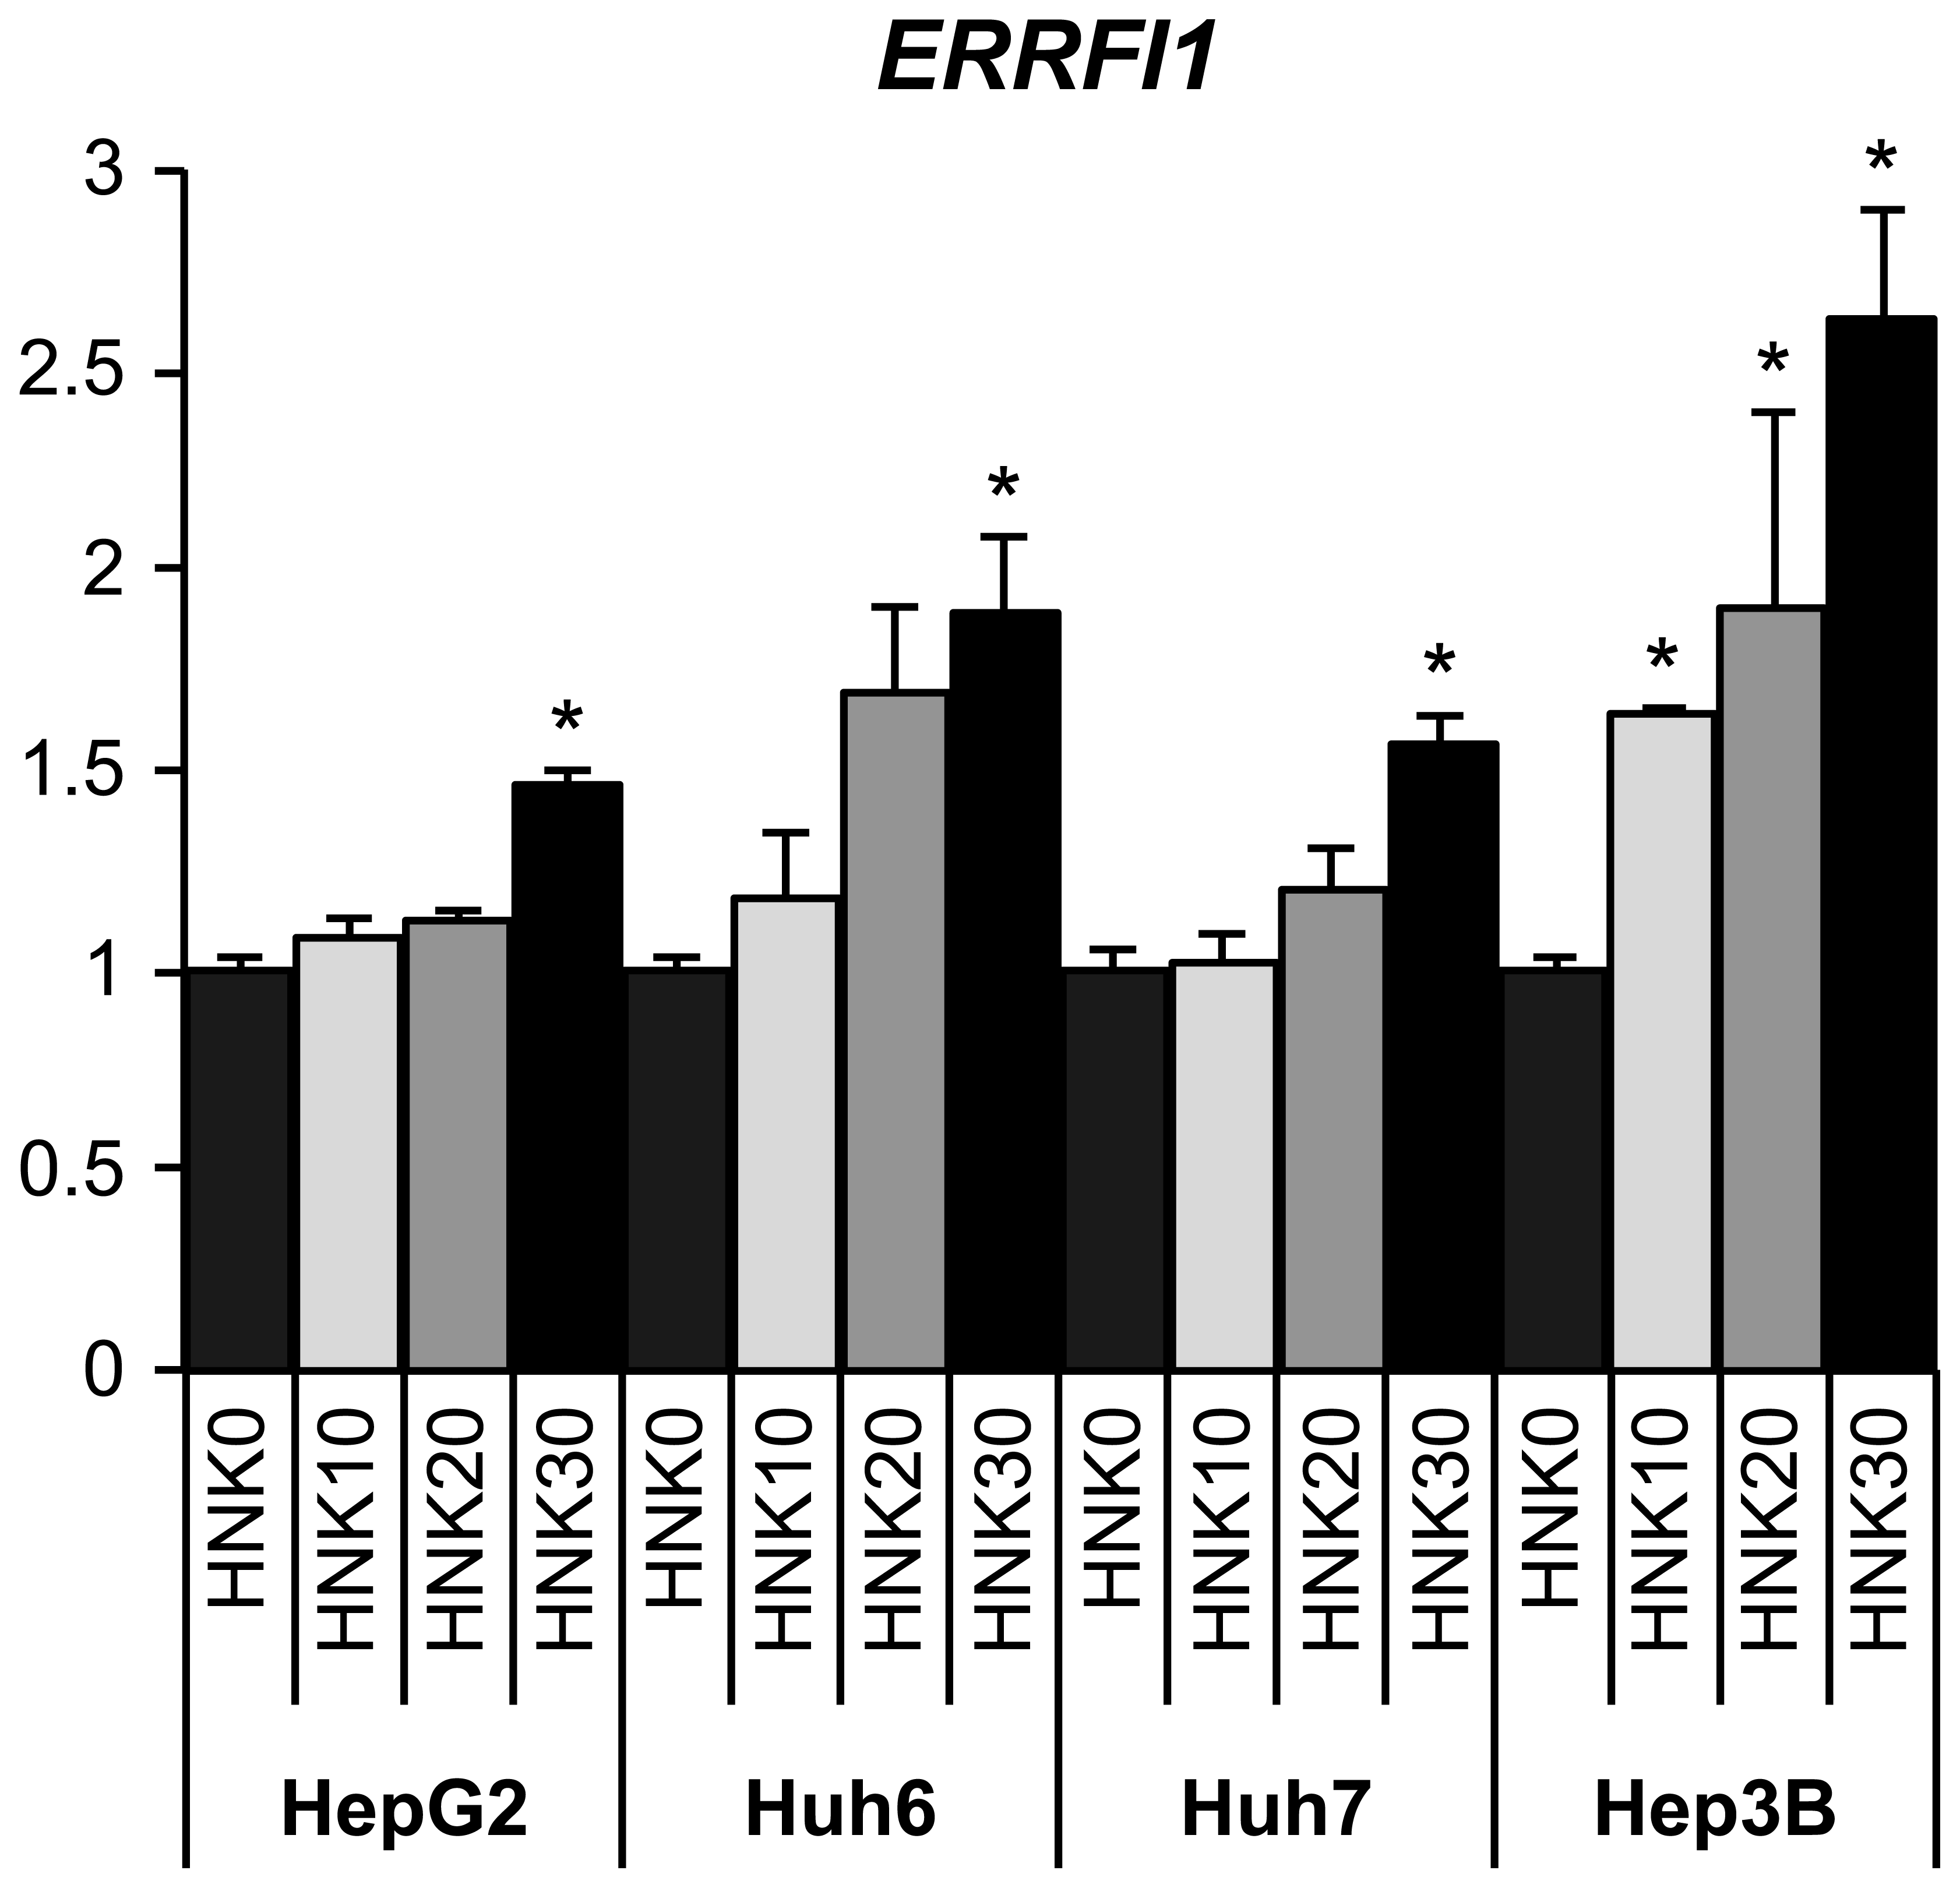

**Figure S2.** Honokiol induces ERRFI1 induction in HCC cells Relative expression of ERRFI1 in HCC cell lines 24 hours after incubation with 0, 10, 20, or 30 μM HNK. All graphs represent means +/- SD (* *p* < 0.05 vs the same cells without HNK treatment (HNK0)).

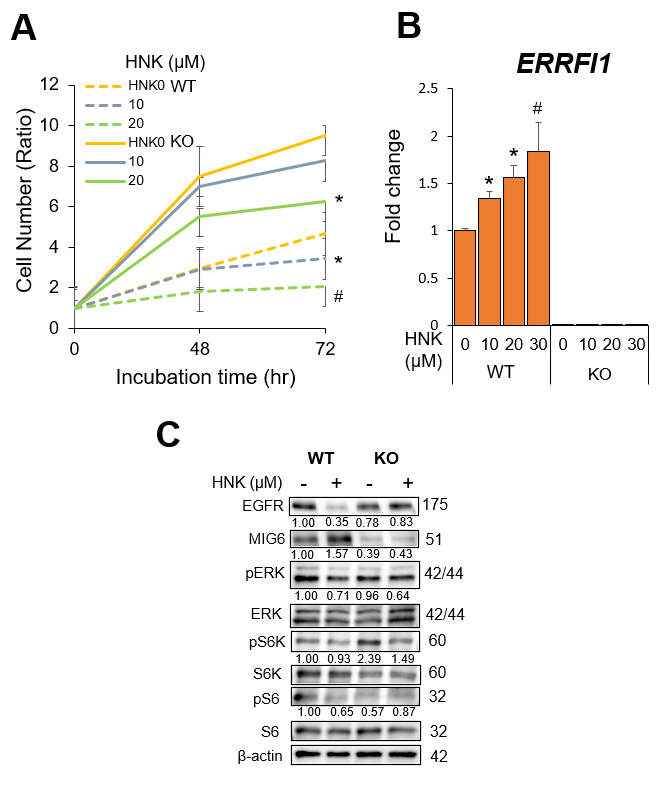

**Figure S3.** MIG6 knockout abrogates the inhibitory effects of HNK on Huh6 cell proliferation. (A) Cell viability/proliferation of parental and CRISPR MIG6 knockout Huh6 cells 48 and 72 hours after incubation with 0, 10, or 20 μM HNK. (B) Relative expression of ERRFI1 mRNAs in Hep3B cells treated with 0, 10, 20, or 30 μM HNK (WT, wild-type Huh6 HCC cells; KO, CRISPR MIG6 knockout clone cells). (C) Immunoblot analysis of parental and CRISPR MIG6 knockout HCC cells 24 hours after incubation with the indicated concentrations of HNK. Protein expression and phosphorylation of EGFR signaling-related molecules are shown with β-actin as a loading control. All graphs represent means +/- SD (* *p* < 0.05, # *p* < 0.01 vs the same cells without HNK treatment (HNK0) (A), or vs parental cells (HNK0) (B)).

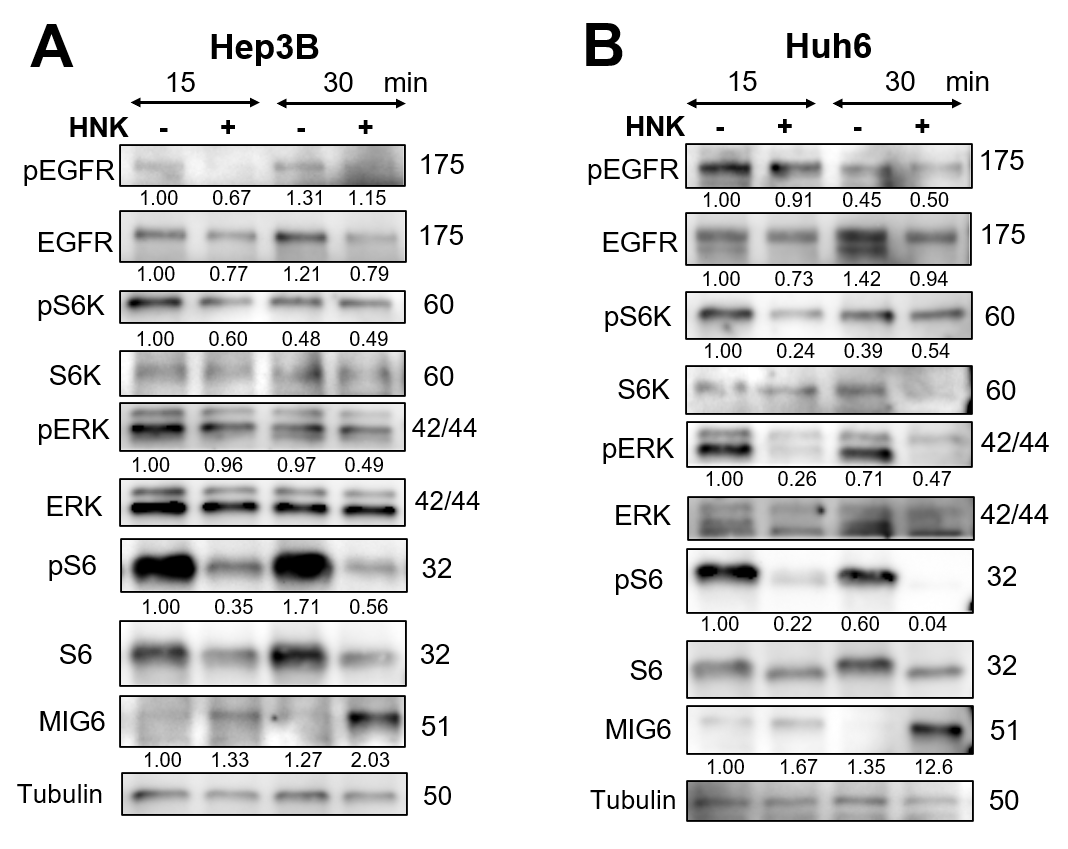
**Figure S4.** Honokiol treatment suppresses EGFR signaling. Immunoblot analysis of Hep3B (A) and Huh6 (B) cells 15 or 30 minutes after 50 ng/ml EGF stimulation, and incubation with either vehicle control or 20 μM HNK. Protein expression and phosphorylation of EGFR signaling-related molecules are presented. Tubulin was used as a loading control.

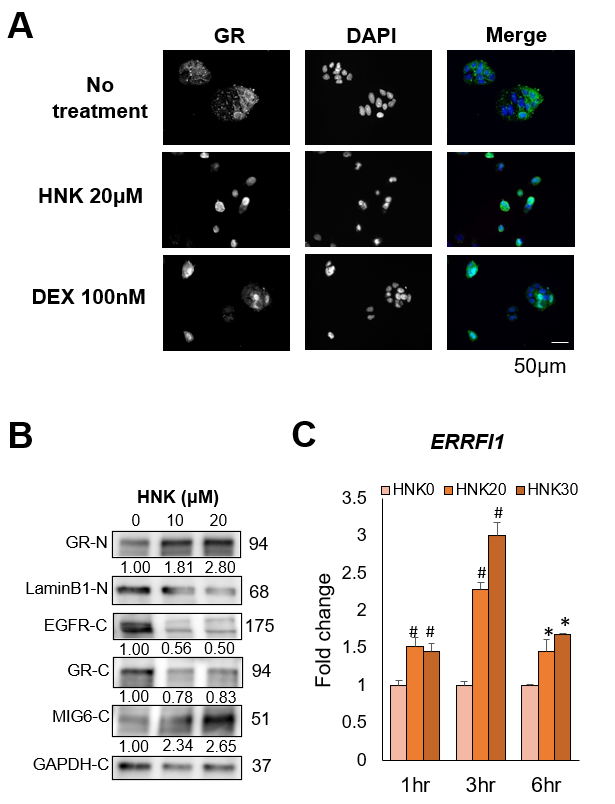

**Figure S5.** HNK induces glucocorticoid receptor (GR) nuclear translocation, leading to mitogen-inducible gene 6 (MIG6) induction in Huh6 cells. (A) Subcellular localization of GR in Huh6 cells 2 hours after incubation with vehicle control, 20 μM HNK, or 100 nM dexamethasone (DEX) was examined by immunofluorescence staining. DAPI (4′,6-diamidino-2-phenylindole) was used for nuclear counterstaining. (B) Immunoblot analysis of nuclear (N) and cytoplasmic (-C) extracts from Huh6 cells 9 hours after incubation with 0, 10, or 20 μM HNK. Protein expression of GR, EGFR and MIG6 was examined. Lamin B1 (Nuclear) and GAPDH (Cytoplasmic) were used as loading controls. (C) Relative expression of ERRFI1 mRNA in Huh6 cells treated with the indicated concentrations of HNK. All graphs represent means +/- SD (* *p* < 0.05, # *p* < 0.01 vs HNK0 condition at the same time course).

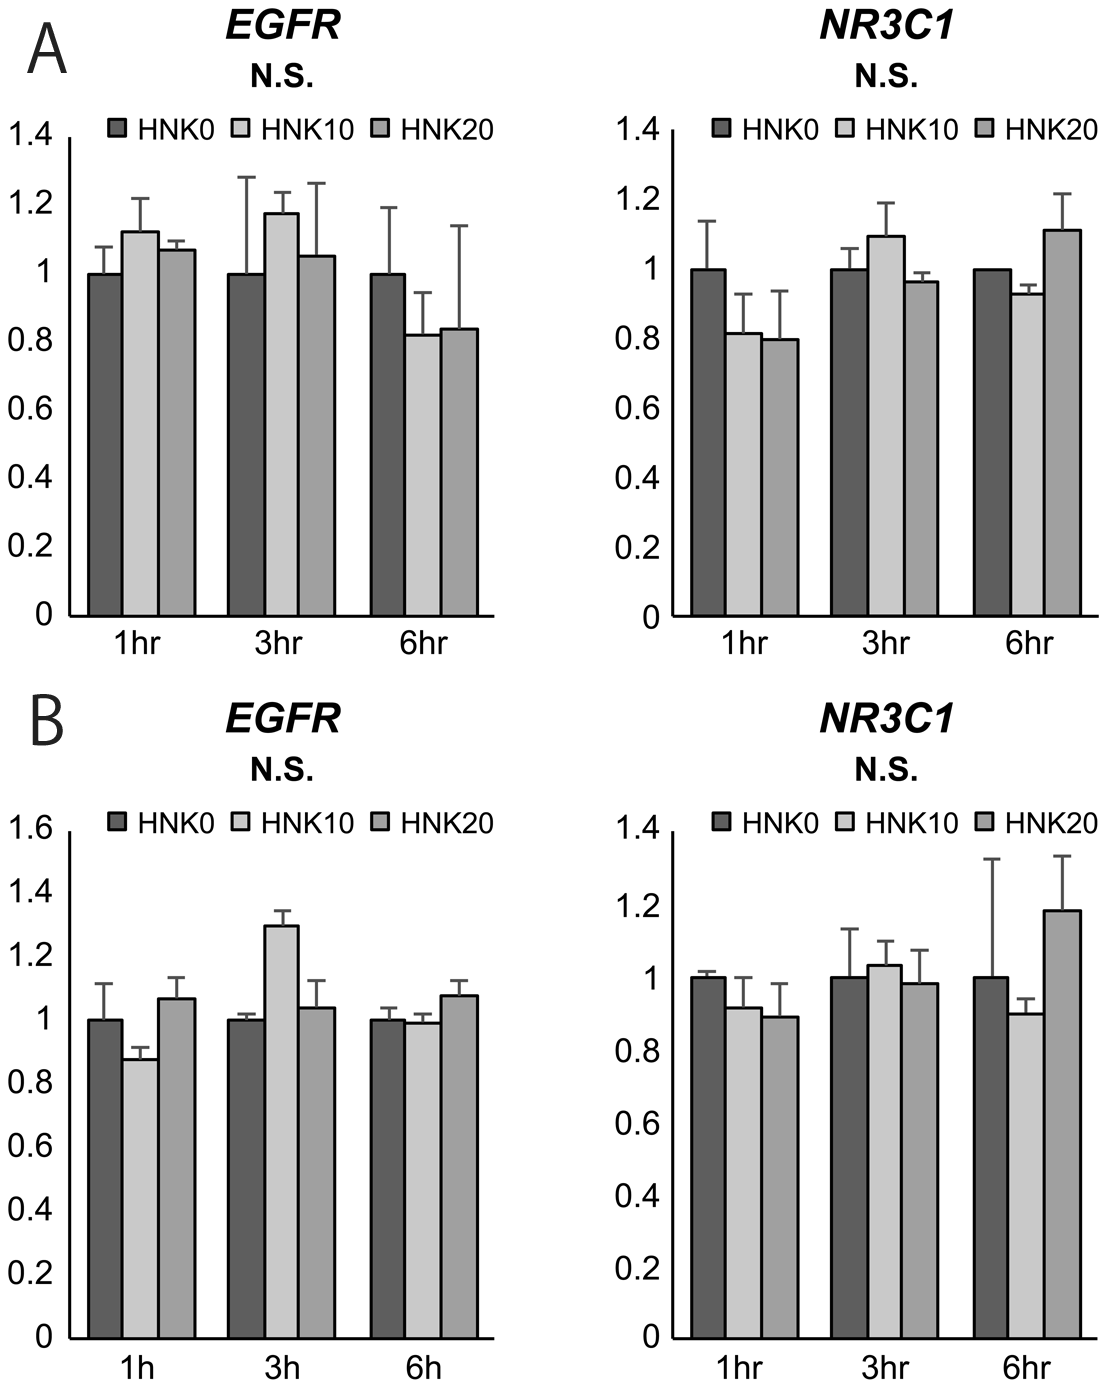

**Figure S6.** Honokiol does not rapidly induce *EGFR* or *NR3C1* mRNA expression. Relative expression of *EGFR* and *NR3C1* mRNAs 1, 3, and 6 hours after incubation with 0, 10, or 20 μM HNK in (A) Hep3B cells and (B) Huh6 cells (*n* = 3-4 per group, N.S.; not significant vs HNK0 condition at the same time course). All the graphs represent means +/- SD.

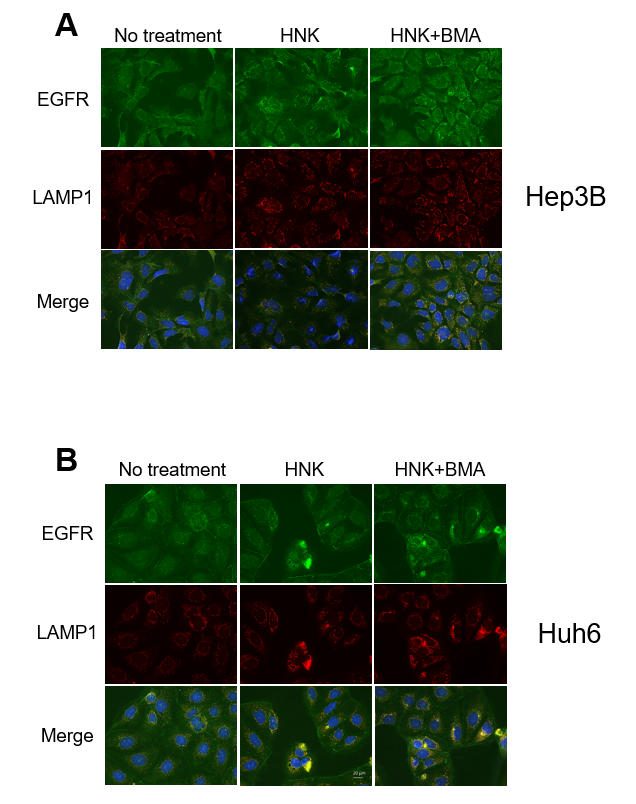

**Figure 7.** EGFR translocates into lysosome and accumulated within perinuclear compartment upon HNK exposure. Subcellular localization of EGFR and LAMP1 in Hep3B (A) and Huh6 (B) cells 6 hours after stimulation with 50 ng/ml EGF, and incubation with either vehicle control or 20 μM HNK. Then, cells were stained with anti-EGFR, anti-LAMP1, and DAPI. Bafilomycin A1 (BMA) impaired lysosomal function leading to lysosome accumulation within perinuclear compartment.

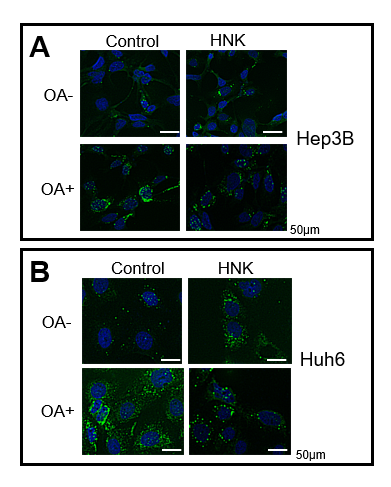

**Figure S8.** Honokiol treatment attenuates lipid accumulation. Lipid accumulation in Hep3B (A) and Huh6 (B) cells 6 hours after incubation with BSA control (OA-) or oleic acid (OA+) was assessed by stained with a fluorescent neutral lipid dye BODIPY (green). DAPI was used for nuclear counterstaining.

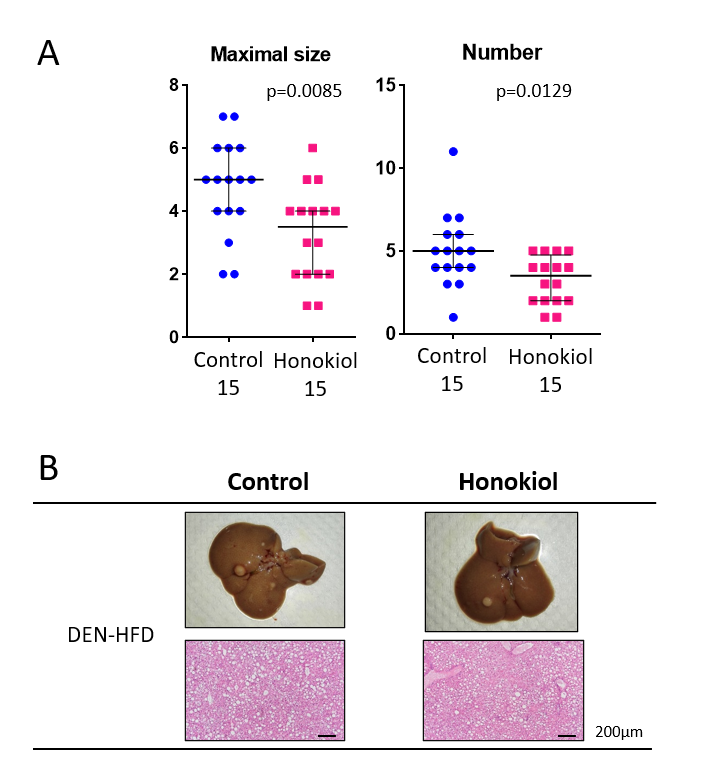

**Figure S9.** Honokiol treatment attenuates HCC development in DEN-HFD mice. (A) Maximal tumor size and tumor numbers in the diethylnitrosamine (DEN)-high fat diet (HFD) model treated with vehicle control or honokiol. For the DEN-HFD model, two weeks old males were injected with 25 mg/kg DEN and fed HFD from 6 weeks until 32 weeks of age when analyzed. Honokiol was injected into DEN-HFD mice for the last 8 weeks of HCC development, i.e. between 24-32 weeks of age (n = 8 per group). Tumor development was analyzed 2–4 days after the final honokiol injection. Results are presented as the median with interquartile ranges. (B) Gross morphology of livers with HCCs and typical histology of the background livers in mice of DEN-HFD (lower panels) model.

**Table S1. Differentially expressed genes between HFD-fed MUP-uPA and HFD-fed wild type mouse livers.** The list of the individual genes of Hierarchical clustering representation. Total 306 genes were differentially expressed between HFD-fed MUP-uPA (MUP) and HFD-fed wild type B6 (WT) mouse livers (*n* = 3 per group). Among them, 288 genes including *Egfr* and *Fkbp5* were upregulated ≥2.0 in MUP mouse livers compared to WT mouse livers (Please refer to the “Supp_TableS1” file).

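Table S1 lists, for each probe set, the average of the 3 WT and of the 3 MUP arrays and their ratio. The averages of all 306 probe sets lay within 1 percent of the arithmetic means of the deposited linear intensities. By these ratios 288 probe sets were at least 2-fold higher in MUP, 3 were at most 0.5-fold and 15 lay between. All 288 had an unadjusted limma p under 0.05 for MUP against WT, and 235 of them rose after adjustment over all probe sets. In the whole data, 545 probe sets had an arithmetic ratio of at least 2, of which 238 rose by the same test, and 630 had a ratio of at most 0.5, of which 352 fell.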

**Table S2.** GR activation and *ERRFI1* expression are inversely correlated with EGFR expression in human HCC. (A) Characteristics of 31 patients with HCC analyzed in this study (missing data: AFP *n* = 2, PIVKA-2 *n* = 3). Data are indicated as median (minimum - maximum). (B) Etiology of chronic liver diseases with HCC: HBV, hepatitis B virus; HCV, hepatitis C virus; ALD, alcoholic liver disease; NBNC, non-B non-C virus infection (NASH patients are included in this category). (C) Correlation between GR and EGFR positivity in non-tumor HCC adjacent tissue (NT).

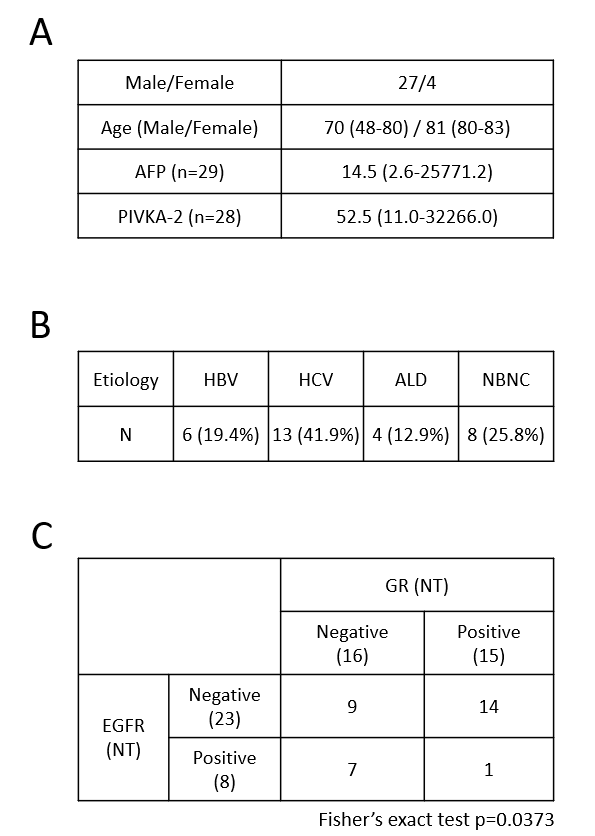

**Table S3. Characteristics of 105 patients with non-alcoholic fatty liver disease (NAFLD).** Abbreviations: BMI, body mass index; NAS, NAFLD activity score; ERRFI1, ERBB receptor feedback inhibitor 1.

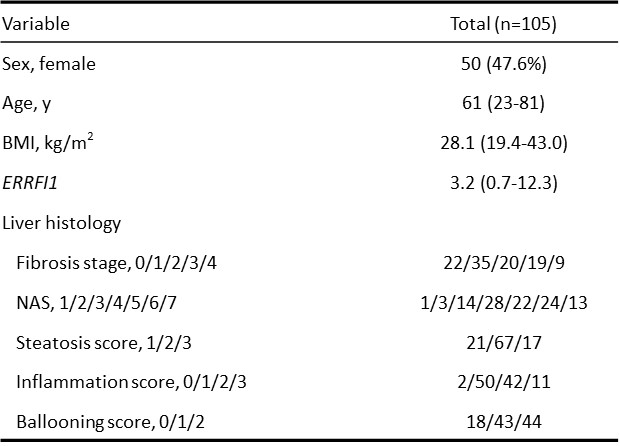

**Supplementary References**

1. Umemura A, Park EJ, Taniguchi K, Lee JH, Shalapour S, Valasek MA*, et al.* Liver damage, inflammation, and enhanced tumorigenesis after persistent mTORC1 inhibition. Cell Metab **2014**;20:133–144

2. Umemura A, He F, Taniguchi K, Nakagawa H, Yamachika S, Font-Burgada J*, et al.* p62, Upregulated during Preneoplasia, Induces Hepatocellular Carcinogenesis by Maintaining Survival of Stressed HCC-Initiating Cells. Cancer Cell **2016**;29:935–948

How the deposited data were processed for this re-analysis (not part of the article)

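Gene expression was measured with Affymetrix Clariom S mouse arrays in the non-tumor liver of 9 male mice at 40 weeks of age, 3 in each of the groups WT, MUP and HNK. The paper's legend counts mouse livers, so each array was taken as a separate animal. The design text of the deposit speaks of 6 mice, 3 with and 3 without treatment, while 9 samples in 3 groups are deposited, so that 3 mice per group rests on the sample labels, and for WT and MUP on the legend too. The groups were taken from the sample labels and the regimen from the paper.

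The deposited intensity values had been normalized by the authors. Their processing notes name robust multi-array averaging and Affymetrix Expression Console, and the versions are not given in the sources used here. The values are on a linear scale, and their log2 was taken before every test. The table has 28846 rows, of which 6640 control rows were left out and 22206 probe sets were tested. A gene symbol was taken from the platform's annotation for 19572 probe sets, and from Table S1 for 38 more. The 19572 symbols were looked up by gene ID in the RefSeq table and 0 were changed. No genome build is given with the values, so no coordinates are reported.

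The 3 comparisons, MUP against WT, HNK against MUP and HNK against WT, came from a single model of all 9 arrays without covariates, fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend, 6 residual and 5.83 prior degrees of freedom). The p-values were two-sided and adjusted by the Benjamini-Hochberg method over the tested probe sets, and a gene was called at an adjusted p under 0.05. Ratios are differences of mean log2 values. Where at least 2 arrays of a group lay at or below the median of the negative controls, a bound is given: the brighter group's mean against the dimmer group's mean with each array at the higher of its value and that median. For Egfr, Fkbp5 and the other followed genes, all splits of 3 arrays against 3 were also counted, where the smallest p is 0.1.

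The 39 gene lists, the tests, the rule for the genes named and the alternatives were written before the data were examined, apart from the muscle lists, the bounds against the negative controls and the alternative that leaves out MUP 2 and HNK 3. The rule names the genes the paper names for the mouse liver, the 10 genes with the largest change in each direction, and up to 4 members of a list. In HNK against MUP no named gene passed, so the smallest unadjusted p-values were taken instead. Not every gene of the rule is printed in the text. Left out were Met in MUP against WT (log2 fold change 1.17, adjusted p = 0.024 from limma, a call lost in 5 of 9 fits that left out 1 array) and genes with higher means in HNK than in MUP, such as Rnf125 (1.49), Pcdh17 (1.27) and H2-Q4 (1.25). Values in the paper's tables had been seen by then. A list of the genes of Table S1 had been planned and is not used here. Lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, with 1 probe set per gene, and adjusted over the lists within a comparison. With an estimated correlation, 1 list was called in each comparison, against 21, 18 and 21 with the preset correlation. In MUP against WT and HNK against MUP that list holds the 21 genes of Fig. 2B, which the study chose on these arrays. The test fry, which asks whether the genes of a list move on balance one way, called 18, 1 and 15, and the 1 is the same list.

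The fit was tested on simulated data with 200 changed probe sets. At a log2 change of 1, 2 and 3 it recovered 23.9, 82.1 and 98.5 percent of them for MUP against WT, and 28.4, 82.1 and 98.5 percent for HNK against MUP, so that changes of 2-fold are often missed with 3 arrays per group. In the simulated HNK against MUP 143 probe sets were called, against 1 in the real comparison, where the cut on the unadjusted p is therefore stricter. These shares do not hold for the real HNK against MUP. There Creld2, with a log2 fold change of -2.04, had an adjusted p of 0.53 from limma. A list moved in the simulation was called, and 0 of the other 38 were. The simulated noise was independent between probe sets, so this does not test list calls that arise from correlation between genes.

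The alternatives were the arrays of both groups alone, the replicate number as a block, weights per array (statmod 1.5.0), leaving out the 40 percent of probe sets with the lowest mean, cyclic loess, median centring, probe sets with 1 gene symbol, no variance trend, the methods' t-test, and leaving out each array in turn. Arrays give no counts, and their number limits the precision. The paper's other experiments have no deposited values and are not analysed here.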

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

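The skeletal muscle gene list, the smooth muscle test, the counts over other splits of the arrays, with and without the list of Fig. 2B genes, and the fits without MUP 2 and HNK 3 were chosen after the results were seen.

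The paper does not analyse genes lower in MUP than in WT beyond those of Table S1, nor HNK against WT. Lower in MUP than in WT were 474 probe sets, and in HNK against WT 214 were higher and 295 lower by limma. Without WT 1, WT 2 and WT 3 the 214 became 60, 98 and 52, and 87 without HNK 3. The 295 became 79, 112 and 62 without WT 1, WT 2 and WT 3, and 184, 151 and 154 without HNK 1, HNK 2 and HNK 3.

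Splits of 3 arrays against 3 are too few for a share under 0.05. Among 10 splits, the 794 calls of MUP against WT and the 242 at least 2-fold higher were matched by 1 split, the real one, and the highest of the others gave 0. The 1 call of HNK against MUP and the 509 of HNK against WT were likewise matched by 1 split, with a highest other of 0. For the gene lists the real values were 21, 18 and 21 and the highest others 14, 17 and 21, with 1, 1 and 2 splits as large. Without the list of Fig. 2B genes, which the study chose on these arrays, they were 20, 17 and 20 against 14, 16 and 20, with 1, 1 and 2 splits as large.

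For the 23 probe sets higher in MUP than in WT and lower in HNK than in MUP, chance cannot be excluded, since none was called lower in HNK after adjustment. Of 100 splits of the 9 arrays, with the real one among them, 34 gave as many, the highest 205. These splits also move WT arrays, which differ from both other groups, between the groups. Their share therefore does not measure chance for HNK against MUP alone. The splits point to a structure of the samples. With MUP 2 and HNK 3 together in the middle group, 9 splits gave a median of 173 (154 to 205), and the other 90 splits gave a median of 7.5 (0 to 117), of which 24 had at least 23.

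The median log2 difference of 22 skeletal muscle genes between MUP 2 and HNK 3 and the other 7 arrays was 7.30 (2.14 to 12.3), with each gene above all other arrays. A candidate explanation is skeletal muscle tissue in both samples: in a second list whose values had not been seen, 14 of 17 genes were above all other arrays, with a median difference of 1.46 (SD 1.07), and the abundant muscle gene Myh2 reached 16.56 in MUP 2. Of 7 smooth muscle genes 5 were above all other arrays, with a median of 1.39 (SD 2.16), close to that of the second list. The largest differences were those of Des (6.24) and Synpo2 (3.69), which are not particular to smooth muscle. A contribution of smooth muscle cells or myofibroblasts stays open, and 7 cardiac muscle genes had a median of 0.03. On the other 7 arrays the median of the skeletal muscle genes was 4.14 to 4.68, below the negative controls at 4.91 to 5.10, and of all these genes 2 smooth muscle genes are in the 39 fixed lists. The arrays are in different groups, so that no condition in the design separates them from the others.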

How the results depend on the processing

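The fits without both MUP 2 and HNK 3 were chosen after the results were seen.

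Of 65 calls of named genes besides Egfr and Fkbp5, all in MUP against WT, 35 were kept under the alternatives run for single genes and 49 under these but leaving out 1 array, and none of the 65 reversed. These alternatives were the arrays of both groups alone, the replicate block, cyclic loess, leaving out 1 array, and leaving out both MUP 2 and HNK 3. The adjusted t-test called no probe set in MUP against WT and so kept none of the 65. Of 39 calls of gene lists, 2 were kept under the alternatives run for lists, both of the Fig. 2B genes that the study chose on these arrays, 37 ended with an estimated correlation and 1 reversed. Over the 9 fits that left out 1 array, calls were lost 124 times for these genes and 33 times for the lists. A gene or list is counted once for each fit that lost its call. The calls of Egfr and Fkbp5 were lost in 4 and 1 of these fits. Without both MUP 2 and HNK 3, 16 gene calls and 7 list calls ended, and the cytokine list reversed and was no longer called (adjusted p = 0.97). Where fewer arrays enter a fit the threshold is harder to reach, and otherwise the cause was not tested.

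With weights per array, 481 probe sets were higher in MUP than in WT, against 320. With the methods' t-test at an unadjusted p under 0.05, 1469 were higher and 1778 lower in MUP than in WT, 415 and 481 in HNK than in MUP, and 1263 and 1526 in HNK than in WT. After adjustment it called 0 higher and 0 lower in MUP than in WT and in HNK than in WT, and 0 at least 2-fold higher in MUP than in WT. By the ratio alone 467 were at least 2-fold higher. The 1 probe set higher in HNK than in MUP became 0 with the arrays of both groups alone, with probe sets of 1 named gene, and without both MUP 2 and HNK 3.

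The 23 probe sets higher in MUP and lower in HNK became 38 without both MUP 2 and HNK 3, 11 with the t-test, 0 with the adjusted t-test and 0 with an adjusted p from limma. With an estimated correlation 1 gene list was called in MUP against WT, 1 in HNK against MUP and 1 in HNK against WT, against 21, 18 and 21. The first 2 are the Fig. 2B genes, chosen on these arrays, and the lowest adjusted p of another list there was 0.094 and 0.20. The third is the PPAR-alpha list (0.049). For MUP against WT the adjusted t-test left Egfr at a log2 fold change of 2.90 (adjusted p = 0.22) and Fkbp5 at 2.00 (adjusted p = 0.20), both no longer called. Over the other alternatives their adjusted p ran from 0.0055 to 0.070 and from 0.0043 to 0.0502.

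Leaving out 1 array in turn gave 109 (without WT 1) to 359 probe sets higher and 146 (without WT 3) to 559 lower in MUP than in WT, 0 (without HNK 1) to 2 (without WT 2) higher in HNK than in MUP, 52 (without WT 3) to 243 higher and 62 (without WT 3) to 322 lower in HNK than in WT, 105 (without WT 1) to 256 at least 2-fold higher in MUP, and 21 to 44 (without MUP 2) higher in MUP and lower in HNK. The correlation of both log2 fold changes ran from -0.53 (without MUP 3) to -0.24 (without HNK 1). In MUP against WT, Egfr ran from 2.41 (without MUP 3) to 3.49 (without MUP 1), Fkbp5 from 1.69 (without MUP 3) to 2.29 (without MUP 2), and the uncalled Errfi1 from -0.058 (without WT 1) to 1.11 (without WT 2).

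Some uncalled values of HNK against MUP changed sign. Errfi1 ran from -0.38 (without MUP 1) to 0.13 (without HNK 1), Gusb from -0.19 (without MUP 2) to 0.13 (without MUP 1), and Nr3c1 from -0.39 (without MUP 1) to 0.14 (without MUP 3). Ptges3 ran from -0.32 (without MUP 3) to 0.105 (without MUP 2). Without both MUP 2 and HNK 3, Gapdh had -0.015, Ptges3 0.065 and the cytokine list a median of -0.26 (main value 0.18).

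The replicate numbers do not pair the arrays: 4 of 9 arrays correlated best with an array of their own number. With the replicate block 342 probe sets were higher and 525 lower in MUP than in WT, 1 and 0 in HNK than in MUP, and 237 and 349 in HNK than in WT. Cyclic loess ended 2 of the gene calls, and median centring none of the list calls. Signal near the background of the negative controls limits dim genes: leaving out dim probe sets ended 5 list calls.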

Differences from the paper's values

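The fit without MUP 2 and HNK 3, the tally of the 21 genes of Fig. 2B over several tests and the t-test on linear values were chosen after the results were seen.

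The paper's count of genes that differ between MUP and WT is 306, and 794 probe sets were called here at an adjusted p under 0.05 from limma. The paper's methods give a p under 0.05 as significant in general and name no adjustment, and its text states no threshold for this count. Of the alternatives set before the data were examined, leaving out WT 1 (265), WT 2 (395), WT 3 (271) or MUP 3 (411) gave counts within 1.5 times the paper's. The others did not: leaving out MUP 1 (482), MUP 2 (576), HNK 1 (763), HNK 2 (918) or HNK 3 (728), the arrays of both groups alone (851), the replicate block (867), weights per array (1115), dim probe sets left out (1016), cyclic loess (852), median centring (747), 1 named gene (767), no variance trend (721), the methods' t-test unadjusted (3247) and adjusted (0). The fit without both MUP 2 and HNK 3, chosen after the values were seen, gave 617. In the fits within 1.5 times the paper's count more probe sets fell than rose. Table S1 holds 288 ratios of at least 2 and 3 of at most 0.5, so a like total is not a like set of genes.

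In the paper's Table S1, 3 probe sets have a ratio of at most 0.5 for MUP against WT, and 355 were at most 0.5-fold and called here. By the ratio of arithmetic means, the scale of that table, 630 were at most 0.5-fold, of which 352 were called. The paper states no rule for the genes of that table beyond the ratio for the higher ones, and no other alternative was run for this count.

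The paper gives 21 genes as lower with HNK at its p threshold. With limma on all 9 arrays 17 of them had an unadjusted p under 0.05, and not Saa3, Usp2, Nnmt and Calml4. The replicate block called 20 of them, all but Saa3, weights per array, cyclic loess and median centring 18, and the t-test 9 on log2 and 10 on linear values, Egfr not among them on either scale. After adjustment none of these tests called any of the 21. The ratios of all 21 genes were within 5 percent of the paper's on the scale of arithmetic means.

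The paper describes Errfi1 as tending higher with HNK by qPCR in Fig. 3A, on a different number of mice. On the arrays its log2 fold change in HNK against MUP was -0.17 (SE 0.50, adjusted p = 0.998 from limma), and 0.13 without HNK 1.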

Other observations

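The alpha and beta globin comparison and the test on red cell genes without globin genes were chosen after the result was seen, and the tests of the clock, of all other red cell genes and of glucocorticoid receptor targets were not.

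Further gene lists differed in MUP against WT with camera at the preset correlation. Of 17 complement genes 6 rose and 1 fell (adjusted p = 8.7e-04, and 0.23 with an estimated correlation). Of 10 periportal genes Hal (log2 fold change 2.25), Cps1 (1.24) and Cdh1 rose and Hsd17b13 (-1.03) fell, and of 11 pericentral genes Cyp1a2 (2.01), Slc1a2 (2.56) and Cyp7a1 (2.93) rose. The adjusted p was 0.0015 and 4.3e-05 for these lists, and 0.20 and 0.22 with an estimated correlation. Of 8 STAT5 target genes Igfals (1.98), Socs2 (2.47) and Lifr (2.43) rose. Of 10 housekeeping genes Gapdh (-0.66), Ppia (-0.69) and Sdha (-1.50) fell. These lists had an adjusted p of 0.0015 and 5.4e-04, and of 0.22 and 0.16 with an estimated correlation. The median of the complement list was 0.60, and 0.96 without MUP 1, and that of the periportal list was 0.84, and 0.51 without WT 1. The STAT5 list had 1.14, and 2.20 with dim probe sets left out. The call of Gapdh ended in 7 of 9 fits that left out 1 array (adjusted p up to 0.13).

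In HNK against WT, which the paper does not report, 10 of 28 PPAR-alpha genes fell and none rose, such as Plin4 (log2 fold change -2.58) and Cyp4a14 (-2.46), with an adjusted p of 2.0e-15, and of 0.049 with an estimated correlation. Of 15 sinusoidal endothelial markers 6 fell, such as Oit3 (-2.41) and Ehd3 (-2.19), and of 25 interferon-induced genes 6 rose, such as Gvin1 (4.23) and Apol9a (2.36). These lists had an adjusted p of 3.5e-11 and 7.5e-06, and of 0.11 and 0.28 with an estimated correlation. In MUP against WT the interferon list had a median of -0.06 and a mean of 0.24 (adjusted p = 0.21).

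The log2 intensity of Errfi1 was 16.53 ± 1.30 (SD, n = 3) in WT, 17.22 ± 0.36 in MUP and 17.06 ± 0.51 in HNK. Its log2 fold change in MUP against WT was 0.69 (SE 0.50, adjusted p = 0.53 from limma), and -0.06 without WT 1.

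The list of clock output genes was higher in MUP than in WT and lower in HNK than in MUP (adjusted p = 0.16 and 0.62 with an estimated correlation), and the time of day of sampling is not given in the sources used here. A different time of day in MUP and WT could move the antiphase clock genes down. Their median of -0.15 (SD 1.30, 5 genes) cannot decide this, since Arntl and Npas2 fell and the other 3 did not pass the test, so that an effect of the genotype and of the time of day cannot be told apart. For HNK against MUP the same explanation was taken to need antiphase genes to rise. This rise was not seen, since all 5 had lower means, with a median of -0.35 (SD 0.30). The median was -0.23 without MUP 3 and -0.15 without HNK 2, where the list was no longer called (adjusted p = 0.17, and 0.20 with an estimated correlation). None of the 5 passed the test over all genes. In MUP against WT they did not move as a set, with Nfil3 at 0.51 and Cry1 at 0.20 beside the falls of Arntl and Npas2. A difference in time of day between HNK and MUP is therefore not excluded. In HNK against MUP the output list itself was no longer called without MUP 2 (adjusted p = 0.48), HNK 1 (0.16), HNK 3 (0.072), both MUP 2 and HNK 3 (0.47) or dim probe sets (0.11).

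The alpha globin genes rose in MUP and had lower means in HNK, and a different amount of blood in the tissue may contribute. The calls of Hba-a1 and Hba-a2 in MUP against WT ended in 6 and 5 of 9 fits that left out 1 array (adjusted p up to 0.16 and 0.12). The other red cell genes had a median of -0.19 (SD 0.72) in HNK against MUP, and 0.016 (SD 0.45) without the beta globin genes too, and both spreads leave this open. In MUP against WT alpha globin changed by 1.19 more than beta globin (SE 0.70), which leaves it open too, and the effects of blood and of the genotype or treatment cannot be told apart.

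If HNK lowered the glucocorticoid receptor targets as a group, the targets other than Fkbp5 and Zbtb16 could be lower too. Their median in HNK against MUP was -0.13 (SD 0.47), with 15 of 22 below 0, which lies between the bounds set for and against this hypothesis and leaves it open.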
